# Overnight Corticosterone and Gene Expression in Mouse Hippocampus: Time Course during Resting Period

**DOI:** 10.3390/ijms24032828

**Published:** 2023-02-01

**Authors:** Aneta Jaszczyk, Adrian M. Stankiewicz, Joanna Goscik, Alicja Majewska, Tadeusz Jezierski, Grzegorz R. Juszczak

**Keywords:** glucocorticoids, corticosterone, brain, hippocampus, mice, transcriptomics, microarrays, gene expression, circadian cycle

## Abstract

The aim of the experiment was to test the effect of an elevated level of glucocorticoids on the mouse hippocampal transcriptome after 12 h of treatment with corticosterone that was administered during an active phase of the circadian cycle. Additionally, we also tested the circadian changes in gene expression and the decay time of transcriptomic response to corticosterone. Gene expression was analyzed using microarrays. Obtained results show that transcriptomic responses to glucocorticoids are heterogeneous in terms of the decay time with some genes displaying persistent changes in expression during 9 h of rest. We have also found a considerable overlap between genes regulated by corticosterone and genes implicated previously in stress response. The examples of such genes are *Acer2*, *Agt*, *Apod*, *Aqp4*, *Etnppl*, *Fabp7*, *Fam107a*, *Fjx1*, *Fmo2*, *Galnt15*, *Gjc2*, *Heph*, *Hes5*, *Htra1*, *Jdp2*, *Kif5a*, *Lfng*, *Lrg1*, *Mgp*, *Mt1*, *Pglyrp1*, *Pla2g3*, *Plin4*, *Pllp*, *Ptgds*, *Ptn*, *Slc2a1*, *Slco1c1*, *Sult1a1*, *Thbd* and *Txnip*. This indicates that the applied model is a useful tool for the investigation of mechanisms underlying the stress response.

## 1. Introduction

Glucocorticoids (GCs) are important in medicine for many different reasons. First, they constitute a crucial component of the stress response system [1] and are implicated in mechanisms underlying stress-related disorders such as posttraumatic stress disorder [2,3,4] and depression [5,6,7]. Second, glucocorticoids are commonly used in medicine due to their potent anti-inflammatory properties [8]. Finally, excessive levels of endogenous or exogenous glucocorticoids lead to Cushing’s syndrome, characterized by a set of metabolic, physiological, cognitive and psychiatric symptoms [9,10,11]. However, despite their importance in medicine, there are considerable gaps in our understanding of the mechanism mediating the effect of glucocorticoids on brain metabolism and physiology [12,13]. One of the most important problems is that previous experiments were focused on responses to glucocorticoids during the first 2 to 3 h after acute treatments while longer latencies are commonly neglected [12,13]. However, few available studies testing responses at multiple time points after treatment in astrocytic cell cultures [14] and liver [15] show that most of the transcriptomic responses to glucocorticoids appear at least 4 h–6 h or later after the treatment, which is consistent with delayed proteomic [15,16] and metabolic effects [17] peaking at about 7 h–12 h after the treatment. This delayed buildup of transcriptomic responses results from the fact that glucocorticoid receptors regulate the expression of numerous transcription factors and other regulatory molecules that lead to secondary effects [13]. The second issue is that the bulk of available transcriptomic data was obtained in in vitro cell cultures derived from perinatal brain tissue [13]. Such data are difficult to interpret because of profound physiological and metabolic differences between a developing and mature brain. The developing brain undergoes fast growth of cells governed by complex transcriptomic programs and specialized between-cell communication guiding the elongation of cellular protrusions and shaping connections between cells. In contrast, growth is severely restricted in the mature intact brain that specializes at this stage in the processing and integration of information and the complex regulation of transport between vascular and neuronal compartments. Additionally, the cell cultures are devoid of structure and components typical for the brain, including neurovascular units and distinct layers of cells having highly specialized local and long-distance connections with cells releasing various neurotransmitters. Finally, cell cultures are devoid of the contexts created by multiple hormonal systems scattered across the body and sleep-waking cycles orchestrating the functions of the entire organism. These methodological issues are further complicated by the problems inherent to past transcriptomic studies that are based on a small number of samples that were commonly pooled to decrease the costs of analyses [13,18]. As a result, available transcriptomic data suffer from low statistical power, leading to a large proportion of false positive and negative findings [13,18].

To fill the existing gaps in knowledge and to overcome limitations associated with past experiments, we designed an in vivo experiment to test the effect of corticosterone administered for 12 h during the period of circadian activity associated with the light–dark cycle. Furthermore, we also tested the dynamics of transcriptomic effects during the resting period when the level of corticosterone in mice returns to the baseline. As a result, we gained an insight into processes taking place in the brain after day-long stress or medication with glucocorticoids and during a subsequent resting period associated with the light–dark cycle. As far as we know, there are no other comparable studies. We also used relatively large groups (n = 8) that in combination with multiple time points and lack of pooled samples provide a large transcriptomic dataset (total n = 48) which is rarely encountered in transcriptomic studies. 

## 2. Results

### 2.1. Blood Corticosterone and Glucose

Animals that received corticosterone in drinking water during the active period (dark phase) displayed an increased level of corticosterone at the beginning of the light phase (first hour/Figure 1A). The corticosterone returned to the baseline during the fifth hour of the resting period and remained at this level during the ninth hour in corticosterone-treated mice (Figure 1A,B). In contrast, control animals displayed a slight increase in corticosterone level during the last tested time point (ninth hour/Figure 1A,B). The data did not meet the requirement of variance homogeneity and, therefore, were analyzed with a nonparametric Mann–Whitney *U* test that showed significant differences between corticosterone-treated and control mice during the first (U = 2, n1 = n2 = 10, *p* = 0.0003) and ninth hour (U = 20, n1 = 9, n2 = 10, *p* = 0.04) and a lack of differences during the fifth hour of the resting period (U = 45, n1 = n2 = 10, *p* = 0.7). Differences between groups in the level of blood corticosterone were not associated with differences in water usage that includes both amounts of ingested water and spillage during the course of the experiment. The Mann–Whitney *U* test showed the lack of significant differences in water usage between control and corticosterone-treated mice during the first (U = 28, n1 = n2 = 10, *p* = 0.096), fifth (U = 27.5, n1 = n2 = 10, *p* = 0.089) and ninth (U = 42, n1 = 9, n2 = 10, *p* = 0.81) hour.

The blood level of glucose in corticosterone-treated and control mice (Figure 1C) was similar during the first hour of the resting period but displayed a gradual decrease in corticosterone-treated mice during subsequent time points (fifth and ninth hour). ANOVA revealed a significant effect of treatment [F(1,53) = 31.59, *p* < 0.0001] and a significant interaction between treatment and time of sample collection [F(2,53) = 5.49, *p* = 0.007] with significant differences between corticosterone and control groups during the fifth (*p* = 0.002) and ninth hour (*p* < 0.0001) of the resting period as indicated by the post hoc Fisher’s LSD test.

### 2.2. PCR Validation of Microarray Results

Initially, we selected six genes (*Sult1a1*, *Lao1*, *Etnppl*, *Apoc3*, *Plin4* and *Pla2g3*) for validation but for two of them (*Plin4* and *Pla2g3*) we were not able to design proper starters because they yielded additional products. Therefore, the final validation was performed for *Sult1a1*, *Lao1*, *Etnppl* and *Apoc3*. 

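Hippocampal RNA of 48 mice was hybridized on 24 two-color microarrays printed on 3 slides, with 8 arrays for each time point and no pooling. Each array held RNA of 1 control mouse labelled with Cy3 and RNA of 1 corticosterone-treated mouse labelled with Cy5, and the dyes were exchanged on none of the arrays. A probe that binds one dye better than the other therefore adds a constant amount to each comparison of corticosterone-treated with control animals, and this amount cancels only where the effect of corticosterone is compared between time points. Slide 1 held 2 arrays of the first, 2 of the fifth and 4 of the ninth hour, and slides 2 and 3 held 3, 3 and 2 arrays of these hours each. The authors scanned the arrays and read 62976 spots per array with the Agilent Feature Extraction software, which gives the median pixel intensity of each spot and of its local background in both channels. The median spot of an array had an intensity between 90.0 and 107 (median 99.0) in the Cy3 channel and between 136 and 185 (median 156) in the Cy5 channel. By the software's own test, 60.8 to 67.2% of the spots were well above background in the Cy3 channel and 64.0 to 73.5% in the Cy5 channel, and 0 spots were saturated. The number of arrays per time point limits the precision of the values. From these intensities, the steps of the paper's methods were repeated in limma: normexp background correction with an offset of 50 for p values and of 0 for fold changes, loess normalization within arrays, quantile normalization between arrays, and the separate channel test on all 24 arrays in a single fit of 6 groups (intraspot correlation 0.279). The p values were adjusted by the Benjamini and Hochberg procedure for each comparison over 56605 unique probes, of which 300 were averaged over 10 copies, and an adjusted p under 0.05 counted as a significant difference. Spots that the software marked as outliers, 80 to 276 per array, were treated as missing. Signal intensity refers to the normalized intensity without offset, averaged over all channels of all arrays; it was under 50 for 24571 probes. The paper's text names neither the scanner columns nor the channels averaged for this limit, and the PCR and blood measurements were not analysed here.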

While the selection of genes was based on significant effects observed for specific probes: A 55 P2117155 (*Apoc3*), A 51 P391616 (*Etnppl*), A 55 P2101021 (*Lao1*), A 55 P2005475 (*Sult1a1*) and A 51 P321341 (*Sult1a1*), the results of PCR analysis were compared with all microarray probes annotated to selected genes (Figure 2). The calculation of correlations shows high congruence between PCR results and initially selected microarray probes (Figure 2A–D,G) indicating that microarrays reliably detected a level of validated genes. Similar conclusions are drawn from between-group comparisons. 

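In the microarray data, the *Sult1a1* probe A_55_P2005475 had a signal intensity of 665 ± 104 (SD, n = 8) in control animals and of 2832 ± 423 (SD, n = 8) in corticosterone-treated animals during the first hour of the resting period. Its log2 fold change was 2.09 (SE 0.0926, adjusted p = 9.7e-23) during the first hour, 2.18 (adjusted p = 2.6e-23) during the fifth hour and 1.64 (adjusted p = 6.8e-18) during the ninth hour, with the corticosterone-treated animal higher on 8 of 8 arrays at each time point. The second *Sult1a1* probe, A_51_P321341, gave log2 fold changes of 2.10, 2.19 and 1.69 at the same time points (SE 0.105). *Lao1* (probe A_55_P2101021) had a lower signal intensity, 33.2 ± 3.56 (SD, n = 8) in control and 194 ± 83.7 (SD, n = 8) in corticosterone-treated animals during the first hour, and was also higher on 8 of 8 arrays at each time point. Its log2 fold changes were 2.41, 2.55 and 1.23 (SE 0.258, adjusted p = 1.2e-08, 9.1e-09 and 0.025), those of the first and the fifth hour against control spots that were well above background in 1 and 1 of 8 channels. During the ninth hour, the *Lao1* spot was well above background in 0 of 8 control and 6 of 8 corticosterone channels. After Aquantile in place of quantile normalization, each control value was set no lower than the lowest value well above background on its array. Corticosterone-treated animals were then 2.06-fold higher. This is an approximate limit, since it averages all 8 corticosterone channels and depends on the background correction. Without background correction, the log2 fold change of *Lao1* during the ninth hour dropped to 0.56 and was no longer significant. The significance of *Lao1* during the ninth hour was also lost without slide 1 and without slide 3.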

The PCR analysis showed increased expression of *Sult1a1* and *Lao1* in all tested time points (Figure 3) with a *p*-value < 0.001 as indicated by the Mann–Whitney *U* test (U = 1, n1 = n2 = 8) and the same pattern of expression has been found in microarray data (File S1).

Additionally, the analysis shows variability between individual probes in their ability to detect the expression of annotated genes. These differences were most striking in the case of the gene *Apoc3* (Figure 2D–F). 

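The *Apoc3* probe A_55_P2117155 had a signal intensity of 66.6 ± 6.66 (SD, n = 8) in control and 134 ± 21.1 (SD, n = 8) in corticosterone-treated animals during the first hour, and log2 fold changes of 1.00, 1.06 and 0.80 during the first, the fifth and ninth hour (SE 0.0780, adjusted p = 1.3e-13, 3.7e-14 and 2.1e-09). The probe A_51_P310629 had a signal intensity of 33.8 ± 8.64 (SD, n = 8) and 68.1 ± 10.9 (SD, n = 8) in the same groups and log2 fold changes of 1.03, 1.14 and 0.89 (SE 0.121, adjusted p = 1.1e-08, 2.0e-09 and 1.4e-06). Both probes were higher in the corticosterone-treated animal on 8 of 8 arrays at each time point, and their log2 fold changes differed from each other by less than the larger of their standard errors.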

Comparisons between groups (File S1) showed that the two best probes for detecting *Apoc3* (determined on the basis of correlation with PCR results/Figure 2D,E) detected similar changes between control and corticosterone-treated animals (Figure 4B,C). This finding is consistent with PCR results (Figure 4A) that revealed a significant effect of treatment [F(1,42) = 129.78.49, *p* < 0.0001] with significant differences between corticosterone and treatment groups during all tested time points (*p* < 0.0001, Fisher’s LSD test). In contrast, the third probe that was not correlated with the PCR results (Figure 2F) failed to detect the effect of treatment (Figure 4D). 

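The third *Apoc3* probe, A_55_P2013710, had a signal intensity of 126 ± 10.7 (SD, n = 8) in control and 127 ± 14.1 (SD, n = 8) in corticosterone-treated animals during the first hour. Its log2 fold changes were 0.0036, 0.10 and 0.13 (SE 0.0679, adjusted p = 0.99, 0.32 and 0.19), and the corticosterone-treated animal was higher on 2, 5 and 7 of 8 arrays.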

To understand better the differences between probes that were initially annotated to the same gene, we retrieved additional information on detected transcripts from the Ensembl/BioMart database. These data revealed that the probes detect various variants of the *Apoc3* transcript and that the best-correlated probes (Figure 2D,E) share the ability to detect the Ensembl canonical transcript (Figure 4B,C) defined as a variant having the highest coverage of conserved exons, highest expression, longest coding sequence and represented in other key resources.

Even more complex patterns emerged in the case of the second gene (*Etnppl*) detected by multiple probes that provided highly discrepant results in terms of correlation with PCR (Figure 2G–I). Between-group comparisons of PCR data (Mann–Whitney *U* test) showed significant differences during the first (U = 1, n1 = n2 = 8, *p* = 0.001), fifth (U = 9, n1 = n2 = 8, *p* = 0.016) and ninth hour of the resting period (U = 1, n1 = n2 = 8, *p* = 0.001) (Figure 5A). 

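The *Etnppl* probe A_51_P391616 had a signal intensity of 1121 ± 278 (SD, n = 8) in control and 2868 ± 708 (SD, n = 8) in corticosterone-treated animals during the first hour, and of 876 ± 352 (SD, n = 8) and 1988 ± 423 (SD, n = 8) during the ninth hour. Its log2 fold changes were 1.34, 1.61 and 1.31 during the first, the fifth and ninth hour (SE 0.222, adjusted p = 5.8e-06, 2.0e-07 and 3.2e-05), and the corticosterone-treated animal was higher on 8 of 8 arrays at each time point.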

Between-group comparisons of microarray data (File S1) showed that one probe detected an increased expression in all three time points (Figure 5B), consistent with PCR data. 

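The *Etnppl* probe A_66_P122151 had log2 fold changes of 0.85 (SE 0.121, adjusted p = 1.5e-06) during the first hour, 0.54 (adjusted p = 0.0020) during the fifth hour and 0.13 (adjusted p = 0.66) during the ninth hour, with the corticosterone-treated animal higher on 8, 8 and 5 of 8 arrays. The difference in this effect between the first and the ninth hour was itself significant (log2 difference -0.72, adjusted p = 0.013).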

The second probe detected increases in two time points (Figure 5C). Finally, the last one detected increased expression in the first time point and an opposite effect in the last time point (Figure 5D) following, in fact, changes in the level of the blood corticosterone level (Figure 1A). Additionally, these probes displayed considerable differences in signal intensity (Figure 5B–D). 

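The *Etnppl* probe A_52_P531610 was well above background in 0 of 8 control and 8 of 8 corticosterone channels during the first hour, and in 5 of 8 control and 0 of 8 corticosterone channels during the ninth hour. Its differences are therefore given as approximate limits, computed as for *Lao1*, with the dimmer group set no lower than the lowest value well above background. Corticosterone-treated animals were 2.08-fold higher during the first hour (limma, adjusted p = 3.4e-07), and control animals 1.68-fold higher during the ninth hour (adjusted p = 0.0031). The corticosterone-treated animal was higher on 8, 5 and 1 of 8 arrays during the first, the fifth and ninth hour, and the fifth hour showed no significant difference (adjusted p = 0.41). The change of the effect from the first to the ninth hour was significant in the test of the difference itself (adjusted p = 2.6e-07). With the arrays of slide 1 left out, the difference during the ninth hour kept its direction and was no longer significant.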

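Averaged over all channels, the signal intensity was 1784 for A_51_P391616, 43.2 for A_66_P122151 and 36.8 for A_52_P531610.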

Data retrieved from the Ensembl/BioMart database showed that the probe detecting the Ensembl canonical transcript (Figure 5B) provided results displaying the highest correlation with the PCR while the lowest correlation was obtained in the case of the probe detecting only alternatively spliced transcripts considered to contain intronic sequences (Figure 5D). These results prompted us to retrieve Ensembl/BioMart data for all other probes available in this database.

### 2.3. Transcriptomic Changes in Control Animals during the Resting Period

Circadian rhythms in gene expression are not the main objective of this study but provide a crucial context for changes in the expression of GC-responsive genes during the resting period (Figure 6). Therefore, we compared the transcriptome in control animals during consecutive time points of the light phase. 

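The control animals of the time points lay in the Cy3 channel of separate arrays, with 8 animals per time point, so that a difference between dyes does not enter these comparisons, while a difference between arrays or slides does. The comparisons came from the same fit as those between corticosterone-treated and control animals, over the same probes, with the log2 fold change taken as the later over the earlier hour and without a term for the slide. The share of spots well above background in the Cy3 channel was 60.8 to 67.2% on the arrays of the first hour, 61.1 to 66.2% on those of the fifth and 61.3 to 66.4% on those of the ninth hour.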

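Between the first and the ninth hour, 307 probes displayed significant differences in control animals, of which 164 were higher and 143 lower during the ninth hour, and 9 had a signal intensity under 50. Their median absolute log2 fold change was 0.34, and 5801 probes had an unadjusted p under 0.05. Among probes with a signal intensity of 50 or more, the smallest adjusted p values belonged to *Mt2*, *Dbp* (2 probes), *Nr1d1*, *Cirbp*, *Tspan4*, *Rnf32*, *Mt1*, *Rbm3* and *Mapk12*; *Mt2* rose by 1.00 on the log2 scale (SE 0.0929, adjusted p = 4.9e-10), from 34512 ± 5639 (SD, n = 8) to 68464 ± 5822 (SD, n = 8). With slide as a block, 273 probes were significant, and without slide 1, which held 4 of the 8 arrays of the ninth hour, 5 were.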

The largest effect was found in the comparison between the first and the last time points (first hour vs. ninth hour) because 312 unique microarray probes displayed significant differences with an adjusted *p*-value < 0.05, and this comparison detected most of the significant findings (File S3). In contrast, only three microarray probes displayed significant differences in the comparison between the first and the second time points (first hour vs. fifth hour) while 11 probes differed between the second and the third time points (fifth hour vs. ninth hour). These additional comparisons revealed a few additional genes (adjusted *p* < 0.05) that were only specific for the comparison between the first and fifth hour (*Slc15a3*) or between the fifth and ninth hour (*Hrk* and *Cables1*).

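In the comparison of the first with the fifth hour, 3 probes were significant (2 higher and 1 lower during the fifth hour), with 4079 probes at an unadjusted p under 0.05. Between the fifth and the ninth hour, 20 probes were significant (7 higher and 13 lower during the ninth hour), with 3604 at an unadjusted p under 0.05. Over the 3 comparisons together, 315 probes were significant at least once.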

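*Slc15a3* rose from 62.2 ± 13.1 (SD, n = 8) during the first to 89.3 ± 13.1 (SD, n = 8) during the fifth hour (log2 fold change 0.54, SE 0.101, adjusted p = 0.019), while its change from the first to the ninth hour was not significant (log2 fold change 0.28, adjusted p = 0.17). *Hrk* (probe A_55_P2083559) fell by 0.37 on the log2 scale from the fifth to the ninth hour (SE 0.0678, adjusted p = 0.0060), from 6278 ± 865 (SD, n = 8) to 4807 ± 163 (SD, n = 8). *Cables1* rose by 0.47 over the same interval (SE 0.0875, adjusted p = 0.011), from 1933 ± 190.2 (SD, n = 8) to 2689 ± 341 (SD, n = 8). From the first to the ninth hour, *Hrk* (adjusted p = 0.64) and *Cables1* (adjusted p = 0.26) were not significant.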

The 312 microarray probes displaying significant differences during the longest testing interval (first hour vs. ninth hour) included 11 probes that failed the annotation, two probes that were inconsistently annotated depending on the applied method, and 10 probes that can detect more than one gene. Data available in BioMart indicate that according to currently applied models almost 90% of probes displaying a time-dependent effect detect protein-coding transcripts, while the remaining 10% of probes detect lncRNAs (5.8%) or transcripts considered as dysfunctional (nonsense-mediated decay, retained intron, protein coding loss-of-function variants, processed transcript and processed pseudogene). Importantly, the time-dependent changes in gene expression included genes known to be involved in the regulation of circadian rhythms such as *Nr1d1*, *Dbp*, *Ciart* (*Gm129*), *Arc* and *Fos* [19,20,21,22] confirming a pattern typical for the resting period in rodents. 

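In control animals, *Nr1d1* had a signal intensity of 415 ± 42.2 (SD, n = 8) during the first and 839 ± 123 (SD, n = 8) during the ninth hour, a log2 fold change of 1.01 (SE 0.132, adjusted p = 5.1e-06). *Dbp* rose from 9101 ± 1002 (SD, n = 8) to 16511 ± 2241 (SD, n = 8) (log2 fold change 0.85, SE 0.0937, adjusted p = 5.2e-08) and *Ciart* from 134 ± 37.8 (SD, n = 8) to 278 ± 54.6 (SD, n = 8) (log2 fold change 1.10, SE 0.178, adjusted p = 1.1e-04). *Arc* fell by 0.65 on the log2 scale (SE 0.157, adjusted p = 0.028), from 6380.2 ± 2081 (SD, n = 8) to 3873 ± 220.3 (SD, n = 8). *Fos* fell by 0.96 (SE 0.258, adjusted p = 0.047), from 421 ± 129 (SD, n = 8) to 208 ± 18.6 (SD, n = 8). *Dbp* and *Ciart* rose mainly after the fifth hour, with log2 fold changes from the fifth to the ninth hour of 0.76 (adjusted p = 2.0e-06) and 0.88 (adjusted p = 0.011). From these genes, the paper reasons that the control animals followed the pattern typical for the resting period in rodents.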

Examples of genes that changed the expression in control animals during the resting period are shown in Figure 7.

### 2.4. Effect of Corticosterone—General Characteristics of Microarray Results

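During the first hour, 9913 probes displayed significant differences between corticosterone-treated and control animals, 5128 higher and 4785 lower with corticosterone. The the fifth hour gave 10202 probes (5062 higher and 5140 lower) and the ninth hour 7904 probes (4129 higher and 3775 lower). At an unadjusted p under 0.05, 17616, 17599 and 15781 probes differed. The median absolute log2 fold change of the significant probes was 0.31, 0.31 and 0.33, and 35.3%, 37.3% and 43.5% of them had a signal intensity under 50. Since corticosterone-treated animals were labelled with Cy5 on all arrays, these numbers hold any constant difference between the dyes at a probe. The count of the first hour rose most with the scanner software's own processed signals, to 17010 probes, of which 32.8% were higher, and fell most without the arrays of slide 2, to 4527. The processed signals entered without an offset and without normalization between arrays.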

The statistical analysis revealed significant changes between corticosterone-treated and control animals in all three tested time points (File S1). 

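In total, 16858 unique probes were significant at 1 or more of the time points and 39747 at none of them. Of the former, 7084 (42.0%) had a signal intensity under 50.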

In total, 17,444 unique probes indicated significant differences between groups during at least one tested time point while the remaining 39,161 probes provided only insignificant results. To differentiate gross regulatory mechanisms, we divided the microarray results into primary effects (10,969 unique probes/Figure 8) that were already significant at the time of an elevated level of corticosterone (the first hour of the light phase) and secondary effects (6475 unique probes/Figure 9) that became significant during the fifth and seventh hour when the level of corticosterone returned to the baseline in corticosterone-treated animals.

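The primary effects comprised the 9913 probes that were significant during the first hour, and the secondary effects 6945 probes that were not significant during the first hour and were significant later. A further 860 of the primary probes followed none of the paper's patterns, because they were significant during the first and the ninth hour and not during the fifth.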

#### 2.4.1. Primary Effects

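Of the primary effects, 5155 (52.0%) were not larger than 25% during the first hour, and 638 of these were not larger than 10%. A signal intensity under 50 was found for 0 probes with changes up to 10% and for 241 of the 4517 probes with changes from 10 to 25%.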

The comparison between corticosterone-treated and control animals sacrificed during the first hour (Figure 8A) revealed almost 11,000 unique probes that differed between groups although half of them (51.2%) displayed small changes that were not larger than 25% (absolute value of log2 fold change ≤ 0.32). In contrast, there were 3764 probes differing within the range of 25% and 50% (absolute value of log2 fold change > 0.32 and ≤0.58), 1376 probes differing within the range of 50% and 100% (absolute value of log2 fold change > 0.58 and ≤1) and only 210 probes displaying differences larger than 100% (absolute value of log2 fold change > 1). 

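Changes from 25 to 50% were found for 3481 probes, from 50 to 100% for 1116 and larger than 100% for 161 probes. The share with a signal intensity under 50 was 62.9%, 85.1% and 70.8% in these groups. When the fold changes were computed with an offset of 50 as well, 0 of the 114 probes of low signal intensity and 27 of the 47 others stayed above 100%. This offset leaves a probe of low signal intensity hardly any room for a doubling, so that the first count decides nothing about these probes. Among probes with a signal intensity of 50 or more that changed in the same direction on all 8 arrays of the first hour, the 10 largest log2 fold changes ranged from 1.54 to 3.48 and belonged to *Plin4*, *Lao1*, *Sult1a1* (2 probes), *Pla2g3*, *Cdkn1a*, *Map3k6* (2 probes), *Maff* and *Xdh*, with the control signal of *Lao1* close to background.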

The primary effects decreased over time. 

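Of the probes that were significant during the first hour, 5601 (56.5%) were also significant during the fifth and 4254 (42.9%) during the ninth hour. The share for the ninth hour was 17.0, 38.6 and 37.3% without slides 1, 2 and 3, and 61.3% with the scanner software's processed signals. A test of the difference itself, which compares the effect of corticosterone between the first and the ninth hour, was significant for 467 probes (limma separate channel test, 4074 at an unadjusted p under 0.05), and the effect was smaller during the ninth hour for 380 of them. The same test gave 22 probes between the first and the fifth hour and 48 between the fifth and the ninth hour. A constant difference between the dyes cancels in this test, and 441 of the 467 probes had a signal intensity of 50 or more. Without slide 1 the comparison of the first with the ninth hour gave 124 probes. For the other probes that lost significance, a decrease of the effect was not significant in this test.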

After 9 h of rest, the number of probes displaying a significant effect of corticosterone decreased to 43% of all significant effects observed during the first hour (Figure 8C).

##### Long-Lasting Primary Effects

Some primary effects were maintained for the entire testing period (first, fifth and ninth hour) despite the fact that elevated levels of glucocorticoids were observed only during the first hour in corticosterone-treated mice compared with the control group. In total, 3670 probes displayed significant differences during all three tested time points with the same direction of changes between groups. 

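Significant differences with the same direction during all time points were found for 3331 probes, of which 1766 were higher and 1565 lower in corticosterone-treated animals. Their median absolute log2 fold change was 0.29 during the first, 0.31 during the fifth and 0.27 during the ninth hour, and 953 of them had a signal intensity under 50. The effect differed between the first and the ninth hour for 30 of them by the test of the difference itself. The number of probes in this group rose to 8361 with the scanner software's processed signals and dropped to 902 without the arrays of slide 1. From the primary effects that waned and those that stayed while the blood level of corticosterone had returned to the baseline, the paper concludes that transcriptomic responses to corticosterone are heterogeneous in decay latency, and proposes that some of them contribute to long-lasting effects of glucocorticoids.

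**Figure D1:**
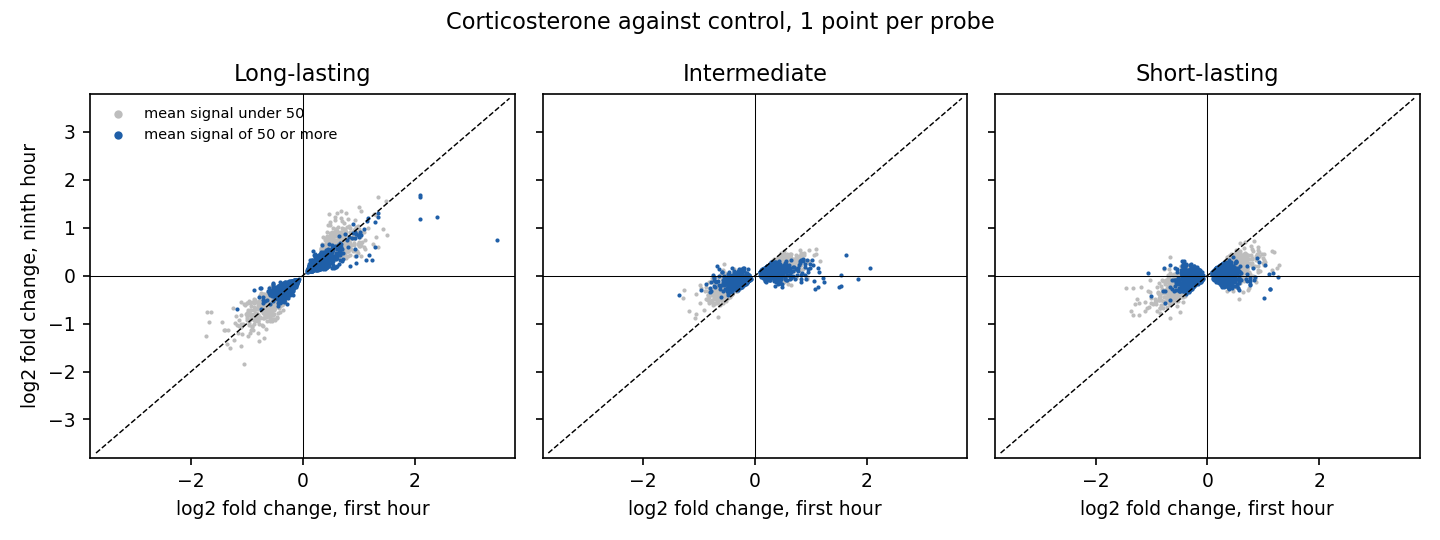
Log2 fold changes (corticosterone over control, without offset) during the first hour (x axis) and the ninth hour (y axis) of the probes with long-lasting, intermediate and short-lasting primary effects, one point per probe, gray for a signal intensity under 50 and blue for 50 or more; the dashed line marks equal changes. Across the 3331 probes with long-lasting effects the correlation between both hours was 0.94, and over all probes it was 0.63. Both correlations were computed from fold changes with an offset of 50, unlike the plotted points. Genes are not independent replicates, and the long-lasting probes were selected for the same direction at both hours. The median absolute change without offset was 0.13 for intermediate and 0.12 for short-lasting effects during the ninth hour.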

Some microarray probes were not specific to single genes according to the BioMart/Ensembl database (145 probes) or were inconsistently annotated by different databases (74 probes). After the removal of such probes, there were 3451 probes specifically annotated to 3144 genes. Most of the genes code proteins although there were also lncRNAs (154), miRNA (1) lincRNA (2), rRNA (1), TEC (To be Experimentally Confirmed) genes (14), 169 pseudogenes (4.9%) and 96 dysfunctional transcripts (2.8%) classified in the Ensembl database as processed transcripts, transcripts retaining introns, nonsense mediated decay and antisense transcripts (definitions are provided in File S2).

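Of the 3331 probes with long-lasting effects, before any removal by annotation, 2884 had changes of up to 50% during the ninth hour, and 1953 (58.6%) of up to 25%.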

The majority of probes (2991) indicated small (<25%) and medium (<50%) differences between groups. Differences larger than 100% (log2 fold change > 1) after 9 h of rest were indicated by only 77 probes annotated to 71 genes. Furthermore, the majority of them displayed very low signal intensity (mean < 50). 

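Of the probes with long-lasting effects, 67 changed by more than 100% during the ninth hour, and 57 of these (85.1%) had a signal intensity under 50. Of these dim probes, 27 were higher and 30 lower in corticosterone-treated animals, and with an offset of 50 for the fold changes as well 0 of them stayed above 100%. Such an offset leaves dim probes hardly any room for a doubling, so that this count decides nothing about their source.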

After the rejection of these probes, the group was restricted to seven protein-coding genes (*Etnppl*, *Sult1a1*, *Heph*, *Pygm*, *Pla2g3*, *Clcnka* and *Lao1*). It should be noted that in the case of *Etnppl* (Figure 5), *Pygm*, *Pla2g3* and *Heph* (File S1) the effect was specific for some variants of the transcripts. 

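The remaining 10 probes, among them probes of *Sult1a1* (2 probes), *Heph* (2 probes), *Etnppl*, *Lao1*, *Pla2g3*, *Pygm* and *Ugt1a6b*, were all higher in corticosterone-treated animals. *Heph* (probe A_55_P2488639) had during the ninth hour a signal intensity of 373 ± 61.4 (SD, n = 8) in control and 852 ± 98.1 (SD, n = 8) in corticosterone-treated animals, a log2 fold change of 1.20 (SE 0.0981, adjusted p = 1.0e-12). *Pla2g3* had a log2 fold change of 1.19 (SE 0.211, adjusted p = 4.4e-04), *Ugt1a6b* (probe A_55_P1962404) of 1.11 (SE 0.167, adjusted p = 9.0e-06) and *Pygm* (probe A_51_P458973) of 1.08 (SE 0.0958, adjusted p = 2.0e-11). Each of these probes was higher in the corticosterone-treated animal on 8 of 8 arrays of the ninth hour. The brighter *Pygm* probe A_55_P1961913 had 0.82 (SE 0.0764, adjusted p = 4.9e-11), and the third *Heph* probe, A_55_P1994190, with a signal intensity of 44.2, showed no significant difference at any time point (log2 fold change 0.12 during the ninth hour, adjusted p = 0.61). *Heph* changed by nearly as much during the first hour (log2 fold change 1.17), while *Pla2g3* had 2.09 during the first hour, and neither effect differed significantly between the first and the ninth hour (adjusted p = 1.00 and 0.13).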

Importantly, a prolonged expression of *Etnppl*, *Pygm*, *Pla2g3* and *Heph* was detected by probes binding canonical variants of transcripts. 

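Changes from 50 to 100% during the ninth hour were found for 380 probes with long-lasting effects, 205 of them higher and 175 lower in corticosterone-treated animals.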

Smaller but still considerable differences (the range between 50 and 100% after 9 h of rest) were indicated by 383 probes annotated to 327 genes (File S1). This group was also dominated by probes with small signal intensity (mean < 50). 

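A signal intensity under 50 was found for 350 of these probes (92.1%), which left 30 probes.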

After their rejection, the group was restricted to only 22 genes (*Mt1*, *Ptgds*, *Apod*, *Fam107a*, *Timp4*, *Phyhd1*, *Aqp4*, *Pxmp2*, *Hmgcs2*, *Agt*, *Pygm*, *Plin4*, *Vmn1r48*, *Kansl3*, *Rgs12*, *Opalin*, *Smim4*, *Col5a3*, *Apoc3*, *Ugt1a6b*, *Olfr145*, *Gm10447*). 

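Of the 22 genes, 21 could be matched to probes, and *Gm10447* could not. With the brightest probe of each gene, or the probe shown in the paper's figures, 18 of the 21 were significant with the same direction during all time points, and with any probe 21 were. During the ninth hour, 18 of these probes were significant over all probes tested and 19 when adjusted over the list alone; the study chose this list and those of the other patterns on these samples, so that the second count is not independent evidence. Among the brightest, *Mt1* (signal intensity 74159) had a log2 fold change of 0.43 (SE 0.0570, adjusted p = 3.2e-07) during the ninth hour after 1.18 during the first, and this decrease of the effect was significant (adjusted p = 2.6e-09). *Ptgds* (25851) kept nearly constant log2 fold changes of 0.68, 0.66 and 0.67 (SE 0.131, adjusted p = 1.3e-04, 2.4e-04 and 3.0e-04). *Apod* had 0.81 (adjusted p = 3.9e-07) during the ninth hour, *Fam107a* 0.85 (adjusted p = 2.7e-12), *Timp4* 0.79 (adjusted p = 3.5e-16) and *Aqp4* -0.69 (adjusted p = 3.4e-07), each with the same sign on all 8 arrays. The second *Fam107a* probe, A_55_P2003266, had a like signal intensity (9849) and a log2 fold change of 0.14 (SE 0.0855, adjusted p = 0.25), and the second *Mt1* probe, A_52_P423810, with a signal intensity of 108, reversed from 0.95 to -0.32 (SE 0.112, adjusted p = 0.047). *Plin4* fell from 3.48 during the first to 0.75 (SE 0.189, adjusted p = 0.016) during the ninth hour, a significant decrease of the effect (adjusted p = 3.8e-10). For *Kansl3*, *Rgs12* and *Smim4* the effect was found with a dimmer probe: A_55_P2513505 (*Kansl3*) had 0.68 (adjusted p = 6.0e-10) while the brightest *Kansl3* probe had -0.08 (adjusted p = 0.41), A_55_P2905246 (*Rgs12*) had -0.63 (adjusted p = 2.1e-09) and A_66_P118356 (*Smim4*) had 0.62 (adjusted p = 3.9e-07). Without slide 1, *Ptgds*, *Plin4*, *Opalin* and *Col5a3* were no longer significant during the ninth hour.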

In the case of *Opalin*, the effect was detected by a probe-binding transcript variant with retained intronic sequences. 

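The *Opalin* probe A_52_P624415, the single *Opalin* probe matched here, was lower in the corticosterone-treated animal on 8 of 8 arrays at each time point. Its signal intensity during the first hour was 243 ± 62.8 (SD, n = 8) in control and 107 ± 19.9 (SD, n = 8) in corticosterone-treated animals, with log2 fold changes of -1.17, -1.38 and -0.69 (SE 0.149, adjusted p = 1.5e-07, 1.4e-09 and 4.4e-04). Without slide 1, the log2 fold change of -0.61 during the ninth hour was no longer significant.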

The examples of genes displaying the most persistent changes in expression during all tested time points are shown in Figure 10.

##### Intermediate Primary Effects

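Significant differences with the same direction during the first and the fifth hour, and none during the ninth, were found for 2250 probes, 1059 higher and 1191 lower in corticosterone-treated animals. Their median absolute log2 fold change was 0.29 during the first, 0.28 during the fifth and 0.13 during the ninth hour. The test of the difference itself between the first and the ninth hour was significant for 163 of them, so that for the others a return to the level of control animals rests on the loss of significance alone. With each hour fitted separately, 1226 probes had this pattern, and 757 had it without the arrays of slide 3.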

A number of 2301 unique probes displayed significant differences during the first and the fifth hour with the same direction of changes during both tested time points but returned to the basal level during the ninth hour of the resting period. 

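Among the genes with this pattern, *Dio2* had log2 fold changes of 0.62, 0.26 and 0.01 (SE 0.0614, adjusted p = 5.6e-11, 0.0011 and 0.92), *Acer2* of 1.08, 0.45 and -0.28 (SE 0.132, adjusted p = 1.4e-08, 0.015 and 0.15) and *Fabp7* of -0.73, -0.33 and -0.09 (SE 0.0837, adjusted p = 4.4e-09, 0.0034 and 0.52) during the first, the fifth and ninth hour. *Pip5k1a* (probe A_55_P1999902) had 1.24, 0.53 and -0.13 (SE 0.0851), and its effect differed between the first and the ninth hour (adjusted p = 3.2e-11). The same difference was significant for *Dio2* (adjusted p = 3.2e-06), *Acer2* (adjusted p = 1.5e-06) and *Fabp7* (adjusted p = 5.4e-04). Leaving out the arrays of slide 1 removed the significance of *Dio2* and *Acer2* during the fifth hour. That of *Dio2* was also lost without slide 2, and that of *Acer2* without slide 3.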

Examples of this pattern of expression are shown in Figure 11. As already noted (Figure 5), there is variability in the pattern of expression detected by probes binding different variants of transcript derived from the same gene. To restrict the data to genes that display altered expression exclusively up to the fifth hour, we excluded 248 probes indicating primary effects that were significant at a longer interval (ninth hour). Some remaining microarray probes were inconsistently annotated by different databases (34 probes) or were not specific to single genes according to the BioMart/Ensembl database (63 probes). After their removal, there were 1956 probes specifically annotated to 1781 genes. Most of them code proteins although there are also lncRNAs (77), miRNA (1) lincRNA (1), 12 TEC genes (To be Experimentally Confirmed), 2 unknown but likely coding genes, 41 (2.1%) pseudogenes and 52 (2.7%) dysfunctional transcripts, classified in the Ensembl database as processed transcripts, transcripts retaining introns, antisense, nonsense-mediated decay and LoF transcripts (definitions are provided in File S2). The majority of probes (1737) indicated small (<25%) and medium (<50%) differences between groups. Differences larger than 100% (log2 fold change > 1) after 5 h of rest were indicated by only 11 probes annotated to 11 genes but most of them displayed very low signal intensity (mean < 50). 

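Of the probes with intermediate effects, 2023 of 2250 had changes of up to 50% during the fifth hour, and 19 changed by more than 100%, of which 18 had a signal intensity under 50.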

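During the fifth hour, *Cdkn1a* (probe A_51_P363947) had a signal intensity of 120.0 ± 12.8 (SD, n = 8) in control and 285 ± 155 (SD, n = 8) in corticosterone-treated animals, a log2 fold change of 1.10 (SE 0.176, adjusted p = 5.2e-05). *Maff* had 49.4 ± 10.7 (SD, n = 8) and 99.7 ± 33.1 (SD, n = 8), a log2 fold change of 0.98 (SE 0.151, adjusted p = 3.4e-05). Both were higher on 8 of 8 arrays, and both had larger effects during the first hour (log2 fold changes 2.06 and 1.62) and none that was significant during the ninth (0.17, adjusted p = 0.65, and 0.44, adjusted p = 0.11). *Cdkn1a* was the probe with a signal intensity of 50 or more whose change exceeded 100%, and *Maff* lay just under this limit.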

After the rejection of these probes, the group was restricted to two protein-coding genes (*Cdkn1a* and *Maff*). In the case of *Cdkn1a* (File S1), the effect was specific for some variants of the transcripts. 

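A second *Cdkn1a* probe, A_55_P1986282, with a signal intensity of 24.3, was well above background on none of the 24 arrays, and showed no significant difference (adjusted p = 0.26, 0.29 and 0.97 during the first, the fifth and ninth hour).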

Importantly, highly significant changes occurring during the first and fifth hour were detected by a probe binding canonical variant of *Cdkn1a* transcripts. Smaller but still considerable differences (the range between 50 and 100% after 5 h of rest) were indicated by 208 probes annotated to 181 genes (File S1). This group was also dominated by probes with small signal intensity (mean < 50). 

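Changes from 50 to 100% during the fifth hour were found for 208 probes with intermediate effects, and 172 of them (82.7%) had a signal intensity under 50.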

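Among 26 genes that include *Map3k6*, *Fmo2*, *Gbp3*, *Alpl*, *Sdc4* and *Mt2*, 24 were significant with the same direction during the first and the fifth hour and not during the ninth, with log2 fold changes during the fifth hour of all 26 between -0.88 and 0.94. During the fifth hour, 25 were significant over all probes tested and 26 when adjusted over the list alone. *Map3k6* had the largest change, 0.94 (SE 0.175, adjusted p = 2.2e-04), *Sdc4* had 0.65 (SE 0.0926, adjusted p = 9.4e-07), *Alpl* (probe A_51_P494125) -0.82 (SE 0.0984, adjusted p = 2.0e-08) and *Fmo2* was close to the limit of significance with 0.56 (SE 0.176, adjusted p = 0.047). *Mt2* was higher on 8 of 8 arrays of the first hour (97010 ± 9131 (SD, n = 8) in corticosterone-treated and 34512 ± 5639 (SD, n = 8) in control animals, adjusted p = 3.4e-20), had a log2 fold change of 0.50 during the fifth hour and was lower during the ninth (-0.32, SE 0.0789, adjusted p = 0.0027), with the corticosterone-treated animal lower on 8 of 8 arrays; with Aquantile in place of quantile normalization its change during the ninth hour was -0.14 and not significant. *Gm4285* showed no significant difference at any time point (adjusted p = 0.30, 0.082 and 0.54).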

After their rejection, the group was restricted to only 26 genes (*8430426J06Rik*, *Alpl*, *Atp2c2*, *Ccl12*, *Cmtm2a*, *Cntfr*, *Ecscr*, *Fmo2*, *Gbp2*, *Gbp3*, *Gjb6*, *Glp2r*, *Gm12022*, *Gm4285*, *Lrg1*, *Map3k6*, *Mt2*, *Ninj2*, *P2ry12*, *Pdpn*, *Sdc4*, *Slc38a5*, *Stab2*, *Tekt4*, *Tmem52* and *Tmprss6*).

##### Short-Lasting Primary Effects

A number of 3911 probes indicated differences between groups only during the first hour of the resting period which was associated with an increased level of glucocorticoids in animals receiving exogenous corticosterone. 

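Significant differences during the first hour alone were found for 3406 probes, 1824 higher and 1582 lower in corticosterone-treated animals, and 1404 of them had a signal intensity under 50. Their median absolute log2 fold change was 0.32 during the first, 0.14 during the fifth and 0.12 during the ninth hour. By the test of the difference itself, the effect differed between the first and the ninth hour for 145 of them and between the first and the fifth for 11.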

Examples of this expression pattern are shown in Figure 12. Transcription leads to the occurrence of different variants of transcripts derived from the same gene and thus probes annotated to the same gene may provide a discrepant result (Figure 5). Therefore, we have removed 916 probes to restrict the data to genes that displayed differences only during the first hour of the resting period. Additionally, some microarray probes were not specific to single genes according to the BioMart database (75 probes) or were inconsistently annotated by different databases (27 probes). After the removal of these probes, there were 2893 probes specifically annotated to 2490 genes. Most of them code proteins although there are also lncRNAs (198), miRNAs (2) lincRNAs (2), snRNA (1), 26 TEC genes (To be Experimentally Confirmed), 71 (2.5%) pseudogenes and 74 (2.6%) dysfunctional transcripts classified in the Ensembl database as processed transcripts, transcripts retaining introns, antisense, nonsense-mediated decay and LoF transcripts (definitions are provided in File S2).

The majority of probes (2490) indicated small (<25%) and medium (<50%) differences between groups. Differences larger than 100% (log2 fold change > 1) were indicated by only 33 probes but most of them displayed very low signal intensity (mean < 50). 

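Of these probes, 3051 changed by up to 50% during the first hour and 36 by more than 100%, of which 27 had a signal intensity under 50.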

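With a signal intensity of 50 or more, 9 probes significant during the first hour alone changed by more than 100%. They detected *Depp1* (log2 fold change 1.17, SE 0.210, adjusted p = 1.5e-05), *Plekhf1* (1.12, SE 0.0988, adjusted p = 3.3e-12), *Galnt15* (1.01, SE 0.162, adjusted p = 8.9e-06), *Cxcl10* (-1.06, SE 0.288, adjusted p = 0.0068) and, with the probe A_51_P230634, *Phactr3* (1.11, SE 0.148, adjusted p = 1.6e-06). The corticosterone-treated animal was higher on 8, 8, 7 and 8 of 8 arrays for *Depp1*, *Plekhf1*, *Galnt15* and *Phactr3*, and on 2 of 8 for *Cxcl10*. The others were *Pmaip1* (1.27, adjusted p = 2.3e-12), *Arl4d* (1.03, adjusted p = 8.8e-13), *Oas1a* and a probe without a gene name. The brightest *Phactr3* probe, A_51_P451292, was not significant during the first hour (0.08, adjusted p = 0.13). The decrease of the effect to the ninth hour was significant for *Depp1* (adjusted p = 0.019), *Plekhf1* (2.6e-09), *Galnt15* (6.0e-05) and *Phactr3* (0.0042), and not for *Cxcl10* (0.41).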

After the rejection of these probes, the group was restricted to six genes (*Kcnq2*, *Depp1*, *Galnt15*, *Plekhf1*, *Cxcl10* and *Phactr3*). In the case of *Kcnq2*, *Cxcl10* and *Phactr3* (File S1) the effect was specific for some variants of the transcripts but only in the case of *Cxcl10* the significant effect was detected by a probe binding canonical variants of the transcripts. The most perplexing case is the *Kcnq2* gene because a significant effect was detected by a probe binding only dysfunctional variants of the *Kcnq2* transcripts (retained intron and processed transcript lacking an open reading frame) while five other probes indicated a lack of differences between groups. Smaller but still considerable differences (the range between 50 and 100% after 5 h of rest) were indicated by 370 probes (File S1). This group was also dominated by probes with small signal intensity (mean < 50). 

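Changes from 50 to 100% during the first hour were found for 319 probes significant during this hour alone, and 291 of them (91.2%) had a signal intensity under 50.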

After their rejection, the group was restricted to only 20 genes (*Hes5*, *Sgk1*, *Mgp*, *Fzd2*, *Arrdc2*, *Pdk4*, *Vgll3*, *Thbs4*, *Rtp4*, *Gata2*, *Ifit3b*, *Tnfsf10*, *Cytl1*, *Tcim*, *BC018473*, *A330032P22Rik*, *Phf11d*, *Lhx3*, *BC053393* and *Acss3*).

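Of the 20 genes, 19 could be matched to probes, *A330032P22Rik* being the exception. With the brightest probe, 17 of them were significant during the first hour alone, and with any probe 19 were; adjusted over the list alone, 17 were significant during the first hour. *Sgk1* had a log2 fold change of 0.71 (SE 0.0720, adjusted p = 1.2e-10) during the first hour and of -0.0021 and -0.12 later, *Arrdc2* of 0.76 (SE 0.0755, adjusted p = 1.1e-10), and *Hes5* of -0.66 (SE 0.0921, adjusted p = 4.5e-07). The effect differed between the first and the ninth hour for 9 of the 19 genes. For *Lhx3* and *Acss3*, the difference was found with the dimmer probes A_55_P2031272 (0.71, adjusted p = 0.013) and A_55_P2340448 (0.89, adjusted p = 2.3e-05).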

##### Time-Dependent Reversal of Primary Effects

A relatively small number of corticosterone-responsive genes significantly reversed the direction of expression during the resting period. Examples of this expression pattern are shown in Figure 13. There were 75 probes indicating a reversal in expression and most of them detect protein-coding genes with exception of one lncRNA, two processed pseudogenes and one transcript containing intron. Additionally, some probes are inconsistently annotated in different databases (two probes) or are annotated to more than one gene in the Ensembl/BioMart database (two probes). 

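A significant difference during the first hour and a significant difference in the opposite direction later were found for 66 probes, 63 of them with the opposite direction during the ninth and 4 during the fifth hour. During the first hour, 50 of them were higher and 16 lower in corticosterone-treated animals, and 64 had a signal intensity of 50 or more. The effect differed between the first and the ninth hour for 63 of them in the test of the difference itself, in which a constant dye effect cancels. Without slide 1, 7 probes had this pattern.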

After the removal of probes that are lacking specificity, we found 71 genes that reversed the expression including 39 genes that were unique for the category of primary transcriptomic responses with the time-dependent reversal. The remaining 32 genes also displayed other expression patterns detected by additional probes. All unique 39 genes displayed signal intensity larger than 80 and the largest differences between groups (of more than 50%) were found in the case of seven protein-coding genes (*Paqr5*, *Fas*, *Nfkbia*, *Fkbp5*, *Fgfrl1*, *Mc4r*, *Smim3*).

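Of these genes, *Paqr5* had a log2 fold change of 0.85 during the first and -0.55 (adjusted p = 0.020) during the ninth hour, *Fas* had a log2 fold change of 0.79 during the first and -0.62 (adjusted p = 0.0055) during the ninth hour, with standard errors of 0.161 and 0.144. *Nfkbia* went from 0.77 to -0.25 (SE 0.0777, adjusted p = 0.022 during the ninth hour), *Fkbp5* (probe A_55_P1952379) from 0.61 to -0.26 (SE 0.0810, adjusted p = 0.022), and *Fgfrl1* from -0.69 to 0.24 (SE 0.0658, adjusted p = 0.0081). *Mc4r* went from 0.65 to -0.62 (SE 0.122, adjusted p = 2.8e-04) and *Smim3* from 0.63 to -0.35 (SE 0.0796, adjusted p = 0.0016). Adjusted p values of the change from the first to the ninth hour ranged from 7.3e-10 (*Fgfrl1*) to 1.3e-04 (*Paqr5*). During the ninth hour, the corticosterone-treated animal was lower on 8 of 8 arrays for *Paqr5*, *Fas*, *Fkbp5*, *Mc4r* and *Smim3* and on 7 of 8 for *Nfkbia*, and higher on 8 of 8 for *Fgfrl1*. Without slide 1, and thus without 4 of the 8 arrays of the ninth hour, the 7 genes kept their direction during the ninth hour (absolute log2 fold changes 0.19 to 0.57), none of them was significant then (limma, adjusted p = 0.10 to 0.23), and the change of the effect from the first to the ninth hour was significant for 7; without slide 3, 4 of them were significant during the ninth hour, and the change of the effect was significant for 6.

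**Figure D2:**
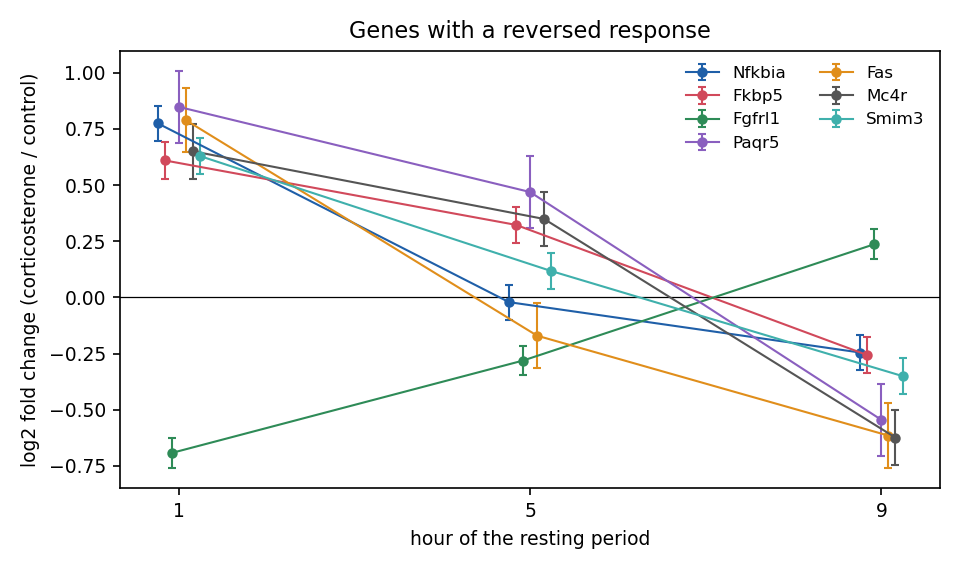
Log2 fold changes (corticosterone over control, without offset) of the 7 genes during the first, the fifth and ninth hour of the resting period, as points with bars of 1 standard error, one color per gene, joined by lines and shifted sideways for clarity (n = 8 arrays per hour). *Fgfrl1* goes from -0.69 to 0.24, and the other genes go from positive values between 0.61 and 0.85 to negative values between -0.62 and -0.25.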

#### 2.4.2. Secondary Effects

One of our assumptions was that the transcriptomic changes induced during an elevated level of corticosterone (first hour) will trigger a second wave of transcriptomic effects that will develop when corticosterone returns to the baseline. However, the secondary effects were smaller in terms of the number of probes, indicating significant differences only during the fifth and ninth hour of the resting period (Figure 9B,C) compared with the first hour (Figure 9A). Furthermore, although there were 60 probes indicating changes larger than 100% after 9 h of rest, all of them were characterized by small signal intensity (mean < 50). 

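The secondary effects comprised 4601 probes significant during the fifth hour and 2344 that became significant during the ninth, against 9913 primary effects. Of the former, 1306 were also significant during the ninth hour. The median absolute log2 fold change of the secondary effects was 0.15 during the first hour, 0.27 during the fifth and 0.24 during the ninth, and 51.7% of them had a signal intensity under 50. The effect of corticosterone differed between the first and the ninth hour for 65 of the 6945 probes, so that for the others a later onset rests on the time point at which they became significant. Among probes with a signal intensity of 50 or more alone, tested by themselves, there were 3250 secondary effects.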

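Secondary effects that were significant during the ninth hour numbered 3650 probes, and 50 of them changed by more than 100%, 24 higher and 26 lower in corticosterone-treated animals. A signal intensity of 50 or more was found for 0 of these 50 probes, and with an offset of 50 for the fold changes as well 0 stayed above 100%. The latter count decides nothing about their source, since the offset leaves probes this dim hardly any room for a doubling.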

Very low signal intensity was also found in the case of probes indicating differences in the range between 50 and 100% after 9 h of rest because most of them (99%) were characterized by very low signal intensity (mean < 50). 

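Changes from 50 to 100% during the ninth hour were found for 530 probes with secondary effects, of which 525 (99.1%) had a signal intensity under 50.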

After the rejection of probes with the lowest signal intensity, the group was restricted to only five genes (*Zbtb16*, *Sh3pxd2b*, *Rhcg*, *Asb4*, *LOC102635912*, *Gjb3* and *Gipc2*).

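*Asb4* (probe A_52_P594756) had a log2 fold change of 0.84 (SE 0.129, adjusted p = 9.3e-05) during the ninth hour, with the corticosterone-treated animal higher on 8 of 8 arrays, and *Rhcg* of 0.68 (SE 0.111, adjusted p = 2.9e-05), also higher on 8 of 8 arrays. The *Zbtb16* probe A_66_P119534 had -0.59 (SE 0.0934, adjusted p = 1.2e-05), lower on 8 of 8 arrays, while the brighter *Zbtb16* probe A_55_P2024155 was significant at all time points, with 0.24, 0.26 and -0.28 (SE 0.0676). The change of the effect from the first to the ninth hour was significant for *Rhcg* (adjusted p = 0.0081) and *Zbtb16* (A_66_P119534, adjusted p = 0.0029) and not for *Asb4* (adjusted p = 0.47). *Sh3pxd2b* was lower during the fifth hour (-0.30, SE 0.0824, adjusted p = 0.0074, higher on 1 of 8 arrays) and not significant during the first (adjusted p = 0.57) and the ninth hour (-0.22, SE 0.0824, adjusted p = 0.052), and *Gipc2* was not significant at any time point (adjusted p = 0.58, 0.50 and 0.41). *LOC102635912* could not be matched to a probe. Without slide 1, *Asb4* and *Rhcg* were no longer significant during the ninth hour.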

## 3. Discussion

### 3.1. Characteristics of Experimental Model

From a methodological point of view, the most important findings are corticosterone data (Figure 1A) because they confirm the effectiveness of our experimental procedure. The experimental design allowed both for a significant increase in blood corticosterone level and its normalization during the resting period. Therefore, this procedure enabled us not only to study transcriptomic responses to an elevated level of glucocorticoids but also to determine the time course of their decay and to identify persistent effects that remain despite the return of glucocorticoids to the baseline. This information is important to better understand the prolonged effects of glucocorticoids during circadian rhythms of activity and rest. The corticosterone data also show that exogenous glucocorticoids administered in drinking water inhibited the release of endogenous corticosterone consistently with the well-known regulatory mechanisms [23,24]. This effect is visible in corticosterone-treated mice as a decrease in blood corticosterone in the afternoon compared with control mice that display a small increase in blood corticosterone (Figure 1A,B) consistently with physiological fluctuations of glucocorticoid release [25]. It should be noted, however, that we could observe only an early stage of the rising level of endogenous corticosterone because the last tested time point in the afternoon (ninth hour) was about 3–4 h before the peak of endogenous corticosterone secretion. The afternoon increase in the blood level of corticosterone in resting control animals is associated with the increase in the level of glucose (Figure 1C) which is in accordance with the role of glucocorticoids in the regulation of glucose homeostasis [12]. However, we have not observed such an effect during the first hour of the resting period that was associated with a highly elevated level of glucocorticoids in corticosterone-treated mice. Such a finding may seem to be surprising but in fact is consistent with experiments showing that an acute effect of glucocorticoids on blood glucose in mice is present in fasted animals but not in animals having free access to food [26]. Therefore, the detection of an altered level of glucose was most likely in our experiment after several hours of rest when animals were sleeping but not immediately after the end of the active phase associated with food consumption. Our observations indicate that during the first hour after turning on the lights (the first hour of the resting period), mice are still awake but their activity is declining compared with the dark period. In contrast, during later periods of the light phase mice are laying motionless with closed eyes indicating sleeping. We were not directly monitoring sleep in this experiment because of technical limitations (EEG) and because the most important factor for us was the return of blood corticosterone level to the baseline. This was sufficient for drawing conclusions about the persistency of transcriptomic responses to exogenously applied glucocorticoids. However, some insights can be provided by a pattern of expression of genes associated with the regulation of the circadian rhythms (Figure 7) such as *Nr1d1*, *Dbp*, *Ciart* (*Gm129*), *Arc* and *Fos* [19,20,21,22]. These data indicate an undisturbed circadian rhythm and provide a context for the interpretation of transcriptomic responses to corticosterone.

### 3.2. General Characteristics of Transcriptomic Response to Corticosterone

The transcriptomic response to overnight corticosterone treatment was dominated by primary effects (Figure 8) that were present at the time of an elevated level of blood corticosterone during the first hour of the resting period (Figure 1A). These effects involved much more probes (Figure 9A) than secondary effects that occurred later during the resting period (Figure 9B,C). The primary effects waned over time although some of them persisted even after 9 h of rest (Figure 8C) despite the fact that corticosterone returned to the baseline. This indicated that transcriptomic responses to corticosterone are heterogeneous in terms of the decay latency and that some of them may contribute to the long-lasting effects of glucocorticoids. It is also worth noting that the time course of decay depends on the probe used for the detection of individual genes (Figure 4 and Figure 5). Some probes annotated to the same gene provide almost identical results (Figure 2B,C) while other probes give discrepant results (Figure 2D–I). Some light is shed by the data retrieved from the BioMart/Ensembl database showing that probes annotated to the same gene are frequently detecting different variants of transcripts (Figure 4 and Figure 5) including both the most representative canonical variants and a number of dysfunctional variants. This indicates that each unique probe should be considered separately even if several probes are annotated to the same gene. This approach provides opportunities to better understand patterns of the expression of individual genes but also creates challenges in the interpretation of large-scale datasets. Unfortunately, not all microarray probes are available in the BioMart/Ensembl database leading to numerous gaps in data concerning transcript variants.

The second problem with the interpretation of transcriptomic data is a large number of significant results with small changes between groups (Figure 8 and Figure 9). Therefore, it is important to understand both biological and methodological mechanisms leading to the occurrence of such results. A small magnitude of detected changes may result from genuine differences between groups. For example, transcriptomic changes restricted to a small population of highly specialized cells are diluted in the total pool of transcripts isolated from homogenized tissue [18] and such a scenario is especially likely to occur in the brain that is highly heterogeneous in terms of cells [27]. Furthermore, the collection of samples may be performed at the early or late stages of gene regulation when the observed changes are small. 

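*Errfi1* had a log2 fold change of 0.34 (SE 0.0801, adjusted p = 0.0016) during the first hour, higher on 8 of 8 arrays, and of -0.25 (adjusted p = 0.023) during the ninth, higher on 0 of 8. *Klf9* was not significant during the first hour (0.06, SE 0.0419, adjusted p = 0.28) and was lower during the ninth (-0.35, adjusted p = 2.2e-08, lower on 8 of 8 arrays). *Bcl6* was not significant at any time point (0.13, 0.02 and -0.13, SE 0.0523, adjusted p = 0.062, 0.87 and 0.069).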

Our results support such a hypothesis because some well-known GC-responsive genes such as *Errfi1*, *Klf9*, *Bcl6* that are responsive to the acute administration of glucocorticoids [13] display significant but small differences (<30%) after the overnight administration of corticosterone. On the other hand, small changes in detected expression may constitute systematic errors generated by background correction and array normalization. Therefore, we should assume that the lower the magnitude of detected effects, the higher probability of false positive findings in transcriptomic data. Nonetheless, there is no perfect method allowing for the separation of genuine effects from technical errors in a single study. This problem can be overcome, however, by a meta-analytic approach that allows for the identification of replicable findings and their separation from random effects in pooled datasets derived from different studies [18]. This approach depends, however, on the availability of data and is negatively affected by the selective publishing of transcriptomic results [18]. Therefore, we publish all significant results in supplementary data although the main focus of the paper is genes displaying the most conspicuous differences between groups.

### 3.3. Time-Course of Transcriptomic Responses to Corticosterone during the Resting Period

Our study shows that transcriptomic responses to glucocorticoids are heterogeneous in terms of the decay time (Figure 10, Figure 11, Figure 12 and Figure 13). Importantly, the number of transcriptomic responses that display short-term duration or even time-dependent reversal during the resting period (*Errfi1*, *Cdkn1a*/*p21*, *Ddit4*/*Redd1*, *Ndrg2*, *Sesn1*, *Wnt7a*) are involved in the negative control of cell growth and proliferation [13,28,29,30,31,32,33,34,35]. It is known that acute stress triggers widespread activation affecting 96% of the brain [36]. Therefore, stress-induced inhibition of cell growth and proliferation is considered an adaptive mechanism protecting the brain from the adverse effects of excessive excitation including the genotoxic action of reactive oxygen species and the redundant tropic effect of glutamate [18]. However, prolonged inhibition of trophic processes can adversely affect cognitive processes that depend on neurogenesis and neuronal plasticity. 

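*Ddit4* had a log2 fold change of 0.57 (SE 0.0648, adjusted p = 3.1e-09) during the first hour and of -0.12 (adjusted p = 0.22) during the ninth, and its effect differed between these hours (adjusted p = 1.1e-06). *Sesn1* had 0.20 (SE 0.0512, adjusted p = 0.0023) during the first and -0.02 during the ninth hour, a change that was not significant itself (adjusted p = 0.13). *Ndrg2* was higher during the first and the fifth hour (0.19 and 0.14, SE 0.0541, adjusted p = 0.0068 and 0.042), and its effect did not differ between the first and the ninth hour (adjusted p = 1.00). *Wnt7a* was lower during the first hour (-0.18, SE 0.0670, adjusted p = 0.042) and not significant during the ninth (0.18, adjusted p = 0.056), with a difference between these hours at adjusted p = 0.035. *Errfi1* and *Cdkn1a* also differed between the first and the ninth hour (adjusted p = 0.0011 and 1.4e-06).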

Our results suggest that GC-induced impairment in cell growth and proliferation in mice is prone to recovery during resting periods associated with low levels of glucocorticoids. This is especially important in the case of patients suffering from post-traumatic stress disorder (PTSD) that display a decreased brain volume [37] and typically suffer from sleep disturbances such as insomnia and nightmares [38,39,40]. Furthermore, our findings support the therapeutic approach of applying a treatment of sleep impairments as a crucial step in the treatment of PTSD [40]. It should be noted, however, that molecular processes taking place in the human brain are very poorly investigated and, therefore, we do not know whether processes observed in rodent brains are comparable with human biology.

On the other hand, the number of GC-responsive genes including some core genes displayed persistent changes in expression during the entire resting period, despite a quickly normalized level of blood corticosterone. Such prolonged effects may result from persistent changes in methylation leading to altered accessibility of chromatin or from very slow degradation of some transcripts. The case of *Etnppl* gene (Figure 5) suggests that some prolonged effects may indeed result from the slow rate of transcript degradation. This is because there was a prolonged increase in the level of the dominant variant of the *Etnppl* transcript (Figure 5B), while variants with retained intronic sequences displayed a short-term increase in expression that was followed by a reversal of differences (Figure 5D) corresponding to the level of the blood corticosterone (Figure 1). In this case, the immature or aberrant transcripts with intronic sequences are likely to indicate the rate of transcription while a dominant variant may represent the rate of transcript degradation. Obviously, this is only a hypothesis and the precise mechanism underlying prolonged changes in transcript levels should be verified experimentally. It should also be noted that not all data concerning the variants of transcripts are easy to interpret. For example, prolonged changes in the expression of *Opalin* during all tested time points were only detected by a probe binding transcript variant with retained intron but not by a probe expected to bind canonical variant of this gene according to the BioMart/Ensembl database. This indicates that despite considerable progress, there is still uncertainty about the properties of some probes and/or bioinformatic models used to predict the properties of different variants of transcripts.

Importantly, persistent transcriptomic responses occurring during the resting period indicate long-lasting processes affected by glucocorticoids. Inspection of the most affected genes that differed more than 50% after 9 h of rest indicates that GCs can induce long-lasting effects including the metabolism of lipids (*Etnppl*, *Apod* and *Pla2g3* [41,42,43]), ketones (*Hmgcs2* [44]) and glycogen (*Pygm* [45]), homeostasis of iron (*Heph* [46]), water and potassium (*Aqp4* [47]), blood pressure (*Agt*), peroxisomal transport (*Pxmp2* [48]), actin dynamics (*Fam107a* [49]), inhibition of tissue remodeling (*Timp4* [50]), epigenetic regulation (*Kansl3* [51]), voltage-sensitive chloride channels (*Clcnka* [52]) and, finally, removal of toxins and signaling molecules (*Ugt1a6b*, *Sult1a1* and *Mt1* [53,54,55,56,57]). Some of these genes also induce pleiotropic effects. For example, *Ptgds* (*L-PGDS*) is responsible for the synthesis of prostaglandin D2 regulating a wide range of processes such as vasodilation, immune responses and sleep homeostasis [58]. The functions of affected genes are consistent with a broad range of effects induced by glucocorticoids including the metabolism of lipids, glycogen and iron [12,13], the immune response [59] and cardiovascular system [60,61].

Our study suggests that persistent changes in gene expression constitute an important mechanism of the delayed effects of glucocorticoids. The second mechanism of delayed effect is the reversal of expression during the resting period due to the inhibition of the endogenous release of corticosterone. In our study, there were relatively few genes reversing expression but it should be noted that we tested expression at an early stage of the rising level of corticosterone. However, endogenous corticosterone achieves the highest level at the beginning of the active period [25]. Therefore, differences between control and corticosterone-treated mice can increase over time leading to a larger number of genes reversing expression due to inhibition of the release of endogenous glucocorticoids in corticosterone-treated animals. Finally, the third mechanism of delayed effects of glucocorticoids may involve changes in the expression of genes that are indirectly regulated by glucocorticoids due to changes in the expression of various transcription factors [13]. Our study suggests that these secondary responses play a minor role during the resting period. Importantly, although a considerable number of probes indicated secondary changes larger than 50% (Figure 9B,C), the signal intensity obtained from the majority of these probes is very low. Such signal can be provided by a small number of cells with distinct patterns of gene expression compared with the majority of cells associated with the central nervous system. Potentially, the source of such genes can be various blood cells trapped in the dissected tissue. Therefore, the significance of these findings for brain physiology is uncertain.

### 3.4. Comparison with the List of Established GC-Responsive Genes

The comparison between transcriptomic data derived from different studies constitutes a special challenge because of frequent changes in gene nomenclature and inconsistencies between different databases used for the annotation of microarray probes [18,62]. Additionally, a common problem encountered in transcriptomic studies is a low statistical power due to small groups and pooling of samples leading to a large number of false positive and negative findings in individual studies [18,63,64,65]. Finally, the comparability between studies is decreased by the selective publishing of transcriptomic data [18]. As a result, individual studies available in the literature contain a mixture of true positive, false positive and false negative findings. To avoid this problem, we compared our current results with a referential list of GC-responsive genes that is based on the meta-analysis of standardized data retrieved from 17 studies [13] and includes a most recent update of gene nomenclature [18]. The referential dataset [13] is based both on in vivo [66,67,68,69,70,71,72,73] and in vitro experiments [14,74,75,76,77,78,79,80,81] and is dominated by acute data obtained during the period ranging from 1 to 6 h after administration of glucocorticoids. Based on these literature data, we created a list of the most frequently and consistently reported genes that were additionally divided into core and extended parts differing in the number of supporting studies. The core list contains 88 most frequently and consistently regulated genes that displayed the same direction of change in at least four papers [13,18] while an extended list contains 251 genes that displayed the same direction of change in three independent studies in response to glucocorticoids [18].

In our present experiment, we found significant changes in the expression of 69 (78%) core genes and 188 (75%) GC-responsive genes from an extended list (assignment to already established GC-responsive genes is provided in File S1). Therefore, we have found most of the expected genes indicated already in the literature data [13]. The changes in expression of the core GC-responsive genes displayed several patterns. Some of these genes (*Cdo1*, *Ddit4*, *Ehd3*, *Fzd1*, *Lyve1*, *Mtmr2*, *Nedd9*, *Pdk4*, *Plekhf1*, *Rhou*, *Sesn1*, *Sgk1*, *Sox2*, *Tle4*, *Tmem109*, *Wnt7a*, *Zfp36l1*) displayed significant differences only during the first hour of rest, which was associated with an elevated level of corticosterone, and returned to baseline during the rest of the experimental period. 

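With the brightest probe of each gene, 15 of these 17 genes were significant during the first hour alone, 15 over all probes tested and 16 when adjusted over the list alone. During the first hour the log2 fold changes of the 17 genes lay between -0.47 (*Sox2*, SE 0.0666, adjusted p = 4.8e-07) and 1.12 (*Plekhf1*), and 12 of them were higher. *Cdo1* (adjusted p = 0.066, 0.13 and 0.38) and *Tle4* (adjusted p = 0.98, 0.80 and 0.089) were significant at no time point. For 8 of the 17 genes, the effect differed between the first and the ninth hour.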

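For *Gjb6*, *Klf15*, *Mertk*, *Ndrg2*, *Pim3*, *Prr5*, *Rasl11b*, *Rhob* and *Sdc4*, 9 of the 10 genes of this group, the brightest probe was significantly higher during the first and the fifth hour and not significant during the ninth; *Mt2* reversed. Log2 fold changes of the group were between 0.14 and 0.65 during the fifth hour. *Mertk* had 0.82 and 0.57 (SE 0.154, adjusted p = 5.3e-05 and 0.0048) and *Klf15* 0.63 and 0.21 (SE 0.0792, adjusted p = 4.7e-08 and 0.047) at these hours. Adjusted over the list alone, 10 of the 10 genes were significant during the fifth hour, against 10 over all probes tested, and the effect differed between the first and the ninth hour for 8.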

The second group was altered during the first hour, maintained significant differences during the fifth hour of rest and returned to the baseline during the ninth hour of rest (*Gjb6*, *Klf15*, *Mertk*, *Mt2*, *Ndrg2*, *Pim3*, *Prr5*, *Rasl11b*, *Rhob*, *Sdc4*). Additionally, a few genes (*Cdkn1a* and *Svil*) could be classified either to the first or second group depending on the probe used for their detection. 

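The brighter *Svil* probe, A_51_P354077, was significant during the first hour (log2 fold change 0.22, SE 0.0629, adjusted p = 0.0082) and not during the fifth (0.16, adjusted p = 0.069), and the probe A_55_P2741311, with a signal intensity of 30.6, was not significant at any time point (adjusted p = 0.95, 0.16 and 0.22).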

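The second *Fkbp5* probe, A_52_P481493, also reversed, with log2 fold changes of 0.74, 0.13 and -0.43 during the first, the fifth and ninth hour (SE 0.0795, adjusted p = 4.8e-10, 0.28 and 3.3e-04). Its effect differed between the first and the ninth hour (adjusted p = 4.9e-10), as did that of *Nfkbia* (adjusted p = 5.8e-09).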

The third group of genes (*Fkbp5* and *Nfkbia*) reversed the direction of expression at the end of the experiment following a similar effect on the level of blood corticosterone. 

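Beside *Sult1a1*, the brightest probes of *Azin1*, *Lhfp*, *Ppp5c* and *Rdx* were significant with the same direction during all time points. *Azin1* had log2 fold changes of 0.54, 0.35 and 0.19 (SE 0.0457, adjusted p = 3.3e-13, 6.4e-08 and 0.0015) and *Rdx* of -0.34, -0.35 and -0.29 (SE 0.0533, adjusted p = 2.5e-06, 1.8e-06 and 9.2e-05). *Lhfp* had 0.18 (adjusted p = 0.039) and *Ppp5c* 0.11 (adjusted p = 0.022) during the ninth hour. *Arl4d* was not significant during the fifth (adjusted p = 0.057) and ninth hour (adjusted p = 0.083), *Chst1* was significant during the first hour alone (0.12, adjusted p = 0.012), and *Calm2* at no time point (adjusted p = 0.082, 0.61 and 0.29). During the ninth hour, 5 of the 8 genes were significant over all probes tested and 6 when adjusted over the list alone.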

The fifth group (*Arl4d*, *Azin1*, *Calm2*, *Chst1*, *Lhfp*, *Ppp5c*, *Rdx*, *Sult1a1*) displayed significant differences during all three-time points with the same direction of expression. Finally, the remaining core genes displayed a more complex pattern of expression that was frequently probe-specific. While the involvement of these genes in the response to GC is well established [13], the time-course of their expression during the resting period was not previously reported. Our study, which is based on a large number of independent samples, also indicates that the previous list of most replicable glucocorticoid-responsive genes which was based mostly on acute effects [13] should be extended with a special emphasis on genes that are regulated at longer intervals such as 8–12 h. Especially striking findings are genes displaying a replicable pattern of expression during two and three independent time points with a high magnitude of detected changes after 12 h of treatment that were not previously implicated in the glucocorticoid response [13]. 

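Of 25 genes, among them *Pip5k1a*, *Pmaip1*, *Lao1*, *Heph*, *Timp4*, *Agt* and *Crybb1*, 24 could be matched to probes, and *Clank* could not. With the brightest probe of each, 24 were significant during the first, 23 during the fifth and 12 during the ninth hour, and 24, 24 and 15 when adjusted over the list alone. *Agt* had log2 fold changes of 0.89, 1.23 and 0.89 (SE 0.117, adjusted p = 1.7e-07, 6.6e-11 and 3.9e-07) and *Crybb1* of 0.94, 0.71 and 0.55 (SE 0.122, adjusted p = 1.6e-07, 1.9e-05 and 0.0011) during the first, the fifth and ninth hour. *Pmaip1* was significant during the first hour alone (adjusted p = 0.059 during the fifth hour).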

Genes such as *Pip5k1a*, *Pmaip1*, *Gbp3*, *Tekt4*, *Gm11627*, *Maff*, *Ddc*, *Pnpla2*, *Pglyrp1*, *Alpl*, *Slc38a5*, *Lao1*, *Etnppl*, *Clank*, *Heph*, *Phyhd1*, *Timp4*, *Agt*, *Timp4*, *Vmn1r48*, *Pdzd2*, *Pygm*, *Apod*, *Serpinb1a*, *Crybb1*, and *Tfcp2l1* belong to this group. Therefore, these data will constitute an important contribution to an update of our previous meta-analysis [13] that is scheduled after the publication of the remaining data from our ongoing glucocorticoid project.

### 3.5. Comparison with Transcriptomic Response to Stress

An important question is to what extent the effects induced by exogenous corticosterone overlap with effects observed during the stress response that are much more complex than just a release of glucocorticoids and involves other components such as vascular effects [18,82,83] and the release of neurotransmitters [84,85]. In addition, neurotransmitters and glucocorticoids not only induce their specific effects on gene expression [13,84,85] but also interact with each other [12,86,87]. Therefore, not all effects observed after the administration of corticosterone may be relevant to the stress response. Therefore, we compared the corticosterone results with the referential list of stress-responsive genes [18]. The comparison showed that 1702 GC-responsive genes are also reliably detected in experiments testing the effect of stress on brain transcriptome (File S1). This indicates that GCs can contribute up to 63.7% percent of transcriptomic responses observed during the stress response and this estimate is much higher than the previous one based predominantly on acute responses obtained during the period ranging from 1 to 6 h after administration of glucocorticoids [18]. In the group of transcriptomic responses common for GCs and the stress response are genes displaying the most persistent changes during the resting period such as *Etnppl*, *Heph*, *Fam107a*, *Apod*, *Aqp4*, *Agt*, *Ptgds*, *Mt1*, *Plin4*, *Sult1a1* and *Pla2g3*. 

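All 11 of these genes were significant during each of the time points with their brightest probe or the probe shown in the paper's figures, 10 of them higher and *Aqp4* lower in corticosterone-treated animals. The effect differed between the first and the ninth hour for 3 of them, *Mt1*, *Plin4* and *Sult1a1* (the last with adjusted p = 0.046 for the probe A_55_P2005475 and 0.21 for the brighter A_51_P321341), and was smaller during the ninth hour for each of these. Adjusted over the list alone, 11 of the 11 were significant during the ninth hour.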

Importantly, we have also found some genes that were not previously implicated in the glucocorticoid response [13] but were found to be top genes in the stress response [18] such as *Depp1*, *Galnt15*, *Mgp*, *Hes5*, *Txnip*, *Il1r1* and *Elovl7*, and in the case of short-term primary effects, *Slc2a1*, *Acer2*, *Fabp7*, *Pglyrp1*, *Lrg1*, *Htra1*, *Fmo2*, *Htra1*, *Gjc2*, *Lfng*, *Thbd*, *Jdp2*, *Slco1c1*, *Fjx1*, *Pllp* in the case of intermediate primary effects and *Opalin*, *Mobp*, *Slc4a4*, *Tmem88b*, *Trf*, *Ptn*, *Actb*, *Qk*, *Homer1*, *Junb*, *Ptn*, *Creb5* and *Kif5a* (long-lasting primary effects). This indicates that the applied model of overnight corticosterone treatment is a useful tool for studying mechanisms underlying the stress response.

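Of the 7 genes with short-term effects, 7 were significant during the first, 0 during the fifth and 0 during the ninth hour with their brightest probe. Of the 14 genes with intermediate effects, 14, 13 and 0 were, and of the 12 genes with long-lasting effects 9, 8 and 8. Adjusted over each list alone, 7 of the short-term genes were significant during the first and 3 during the ninth, 13 of the intermediate genes during the fifth and 10 of the long-lasting genes during the ninth hour. The brightest probes of *Actb* (0.11, adjusted p = 0.063), *Kif5a* (0.07, adjusted p = 0.37) and *Homer1* (0.11, adjusted p = 0.080) were not significant during the ninth hour; *Kif5a*, *Homer1* and *Slc4a4* were significant during this hour with another probe.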

## 4. Materials and Methods

### 4.1. Animals

Sixty Swiss-Webster male mice (weighing 39.0 ± 3.8 g (mean ± SD) and 12 weeks of age) were used in the experiment. Mice were obtained from a breeding colony located at the Institute of Genetics and Animal Biotechnology (Jastrzebiec, Poland). Animals were housed in cages with fine sawdust bedding (4–5 mice per cage) under standard conditions (12/12 h light cycle, 22 ± 2 °C, and 55 ± 5% humidity). The animals had an enriched environment and free access to dry food (Labofeed H, Kcynia, Poland) and tap water. The experiment was performed with the permission of the Second Local Ethical Committee in Warsaw (permission number: WAW2/090/2018) in accordance with the Polish Animal Protection Law of 15 January 2015 on the protection of animals used for scientific and educational purposes.

### 4.2. Experimental Procedure

Three-month-old mice were relocated from family cages to individual cages and, next, were moved to the experimental room dedicated only to this experiment in order to limit the human presence and activity that could disturb animals. The separation into individual cages was performed for two major reasons. First, to enable a selection of individual mice for tissue collection without disturbing other animals. Second, to avoid antagonistic behaviors that frequently occur in group-housed male mice that develop a social hierarchy with dominant and subordinate littermates [88,89]. After the separation, the mice were divided into control and corticosterone-treated groups. The mice assigned to the corticosterone-treated group were divided randomly into three subgroups (n = 10). For each corticosterone group a separate control group (n = 10) of siblings was assigned so that the obtained results could be compared between brothers from both groups. Each group contained animals from five different litters. Although the initial number of animals was 10 in each group, the final number of animals decreased to nine in one of the control groups (Figure 6) because we noticed a tumor of salivary glands in one of the mice during the later stage of the experiment. Single-housed animals were left undisturbed for 21 days to habituate them to the new conditions following the procedure used previously in our laboratory [82,83]. The habituation is performed because mice separated into individual cages display an increased reactivity to environmental stimuli that returns to the baseline after about 3 weeks [83] together with a lowered level of corticosterone [90].

The main part of the experiment started on day 22 when half of the animals received corticosterone dissolved in drinking water (100 µg/mL) with the addition of hydroxypropyl-β-cyclodextrin (0.45%) which is a cyclic oligosaccharide used to dissolve steroid hormones in water [91,92]. Corticosterone was initially dissolved in a 30% solution of hydroxypropyl-β-cyclodextrin with the help of a vortex/magnetic stirring bar and was diluted to obtain the final concentration. The dose of corticosterone was set on the basis of previous studies [93,94] and additional pilot experiments. Both literature data [93] and our results confirmed that detected levels of corticosterone are within the range observed under physiological conditions after stress in mice [95,96]. Control mice received only water with the addition of hydroxypropyl-β-cyclodextrin (0.45%). Mice received new bottles with either corticosterone solution (22 mL) or vehicle (22 mL) at the end of the light phase, followed by 12 h of dark phase which is a period of mouse activity. Additionally, the bottles were weighed before and after the experiment to control water utilization including the amount of water ingested by animals and spillage caused by the manipulation of bottles by experimenters and the activity of animals. These control measurements showed that all animals had a sufficient amount of available water. The next day, the animals were sacrificed at three time points to collect samples for analysis (Figure 6). The first group of corticosterone-treated mice and assigned control subjects were sacrificed during the first hour of the light phase when animals are still awake although their activity was declining. The remaining corticosterone-treated and control mice were sacrificed during the fifth and ninith hour, i.e., during the resting phase. Cages with animals intended for sample collection were quietly transferred from the experimental room to the adjacent dissection room immediately before the sacrifice was performed by cervical dislocation followed by decapitation. Animals from the control and corticosterone groups were sacrificed in alternating order. Trunk blood was collected for corticosterone and glucose assessment while brains were removed for hippocampal dissection performed according to the protocol described previously [97]. Dissected whole hippocampi were placed in freezing vials, then frozen in liquid nitrogen and stored at a temperature of −80 °C. 

### 4.3. Analysis of Blood Samples

Blood was collected in Eppendorf tubes containing 20 µL of 0.4 mM Na_2_EDTA. Next, 1 µL of blood was used to assess the level of glucose with a Microdot glucometer (Cambridge Sensor USA, Plainfield, USA ) and dedicated test strips (9–10 biological replicates per group and two technical replicates per mouse). The remaining blood was centrifuged (10 min/5000 RPM at +4 °C) to collect plasma that was stored at −20 °C. The plasma corticosterone level was checked by an enzyme-linked immunosorbent assay (Demeditec Corticosterone rat/mouse ELISA kit). One sample was replicated twice on the plate. It means that there were 9–10 biological replicates per group and two technical replicates per mouse. The test was performed according to the protocol provided by the manufacturer, and the absorbance for each well was read at 450 nm.

### 4.4. RNA Isolation

The total RNA was extracted from the individual hippocampal samples using GeneMATRIX universal RNA purification kit (EURx Ltd., Gdansk, Poland) following the protocol provided by the manufacturer. The quantity and quality of all RNA samples were assessed by Nanodrop ND-1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) and Bioanalyzer 2000 microcapillary electrophoresis (Agilent Technologies, Santa Clara, CA, USA). High-quality samples (260/280~2.1, RIN > 9) were next selected for the microarray analysis (n = 8 in each group). 

### 4.5. Microarrays

The analysis of the gene-expression profile was performed using SurePrint G3 Mouse Gene Expression v2 8 × 60 K Microarray, 8 × 60 K (Agilent Technologies, Santa Clara, CA, USA) and Agilent Technologies Reagent Set according to the manufacturer’s instructions. The characteristics of microarrays are provided in Table 1. RNA Spike In Kit (Agilent Technologies, USA) was used as an internal control, the Low Input Quick Amp Labeling Kit was applied to amplify and label (Cy3 or Cy5) target RNA to generate complementary RNA (cRNA) for oligo-microarrays; 300 ng of cRNA from control (Cy3-labelled) and corticosterone-treated (Cy5-labelled) mice were hybridized together on two-color microarrays without pooling samples from the same groups. In total, we used 24 microarrays printed on three slides, with eight microarrays applied for each time point. It means that there were eight biological replicates per group and one technical replicate per mouse. Both control and corticosterone-treated animals from all analyzed time points were assigned to each slide in a pseudo-random way. The Gene Expression Hybridization Kit was used for fragmentation and hybridization and the Gene Expression Wash Buffer Kit was used for washing slides after hybridization. The acquisition and analysis of hybridization intensities were performed using an Agilent DNA Microarray Scanner G2505C. Data were extracted and the background subtracted using the standard procedures included in the Agilent Feature Extraction Software version 10.7.3.1. Data extraction included Lowess normalization. The data were deposited in the GEO database (accession number GSE218508). 

### 4.6. Annotation of Microarray Data

Due to the variability between different genomic databases [62,98], we have applied consensus annotation [98] combining two different annotation approaches. The first annotation consisted of the following steps. Each probe was annotated with a gene symbol list using biomaRt R package with “agilent sureprint g3 ge 8 × 60 k” attribute [99], GPL21163-3202.txt annotation file from the GEO database [100] and GPL21163_noParents.an.txt annotation file from the gemma database [101]. If no gene symbol existed, the probe sequence was annotated with Ensembl identifiers using the rBLAST R package [Basic local alignment search tool, https://github.com/mhahsler/rBLAST, accessed on 1 April 2022] followed by the translation of these identifiers to gene symbols using BioMart. The second annotation was based on BioMart/Enseble database and combined data from mouse and mouse strain databases (version 107) since some probes are included only in the mouse strain databases. BioMart/Ensembl does not contain the most recent version of the Agilent mouse microarrays that were used in our experiments (v2 8 × 60 K). Therefore, we combined data retrieved for 8 × 60 K and WholeGenome agilent microarrays. In the retrieved BioMart/Ensembl annotation dataset, we included information about the gene name and type, gene description, transcript name and type and assignment to the Ensembl canonical category of transcripts having the highest coverage of conserved exons, highest expression, longest coding sequence and represented in other key resources (https://www.ensembl.org/info/genome/genebuild/canonical.html, accessed on 19 July 2022). Finally, we compared the first and the second annotation to identify consistently annotated probes, including gene synonyms retrieved from BioMart/Ensembl with the term “gene name” selected in the filter panel and the terms “gene name” and “synonyms” selected in the attributes panel. 

### 4.7. Microarray Data Analysis

The raw data files were analyzed with the Limma package from the Bioconductor project using the same criteria for all files [102]. The ‘normexp’ background correction method [103] has been applied. The background correction was followed by within-array normalization carried out with the loess procedure and between-array normalization was conducted with the quantile method [104,105]. Normalized data without offset were used for the calculation of fold changes and retrieval of separate channel intensities from M (binary logarithm of red/green intensity ratio) and A (average log_2_ intensity of the microarray spot) values with the following formulas:

$$Red\;channel=\sqrt{2^{2\;\cdot \;A\;value}\cdot 2^{M\;value}}$$

$$Green\;channel=\frac{Red\;channel}{2^{M\;value}}$$

Data with offset 50 (variance stabilizing transformation) were used for the calculation of *p* values following previous guidelines [103,106]. The statistical analysis was performed with separate channel tests which take into consideration the intra-spot correlation [107]. *p*-values were corrected using the Benjamini and Hochberg procedure controlling False Discovery Rate [108]. Genes showing adjusted *p*-values < 0.05 were considered differentially expressed. 

### 4.8. PCR Validation 

We have selected six genes (*Sult1a1*, *Lao1*, *Etnppl*, *Apoc3*, *Plin4* and *Pla2g3*) for validation with RealTime qPCR based on the statistical analysis of microarray data and our interests in the function of individual genes. Primers were designed using the Primer-BLAST tool (https://www.ncbi.nlm.nih.gov/tools/primer-blast/, accessed on 14 June 2021). Primers included all mRNA transcripts of each gene and were located on two different exons. The verification of primers was performed by temperature gradient PCR (55–65 °C), followed by gel electrophoresis. We were not able to design proper starters for two genes (*Plin4* and *Pla2g3)* because they yielded additional products. Therefore, these genes were excluded after we failed to design two sets of primers for each of these two genes. The reference gene *Tbp* was selected using NormFinder v0.953 software (https://moma.dk/normfinder-software [109], accessed on 14 June 2021) from a group of four candidate genes (*Hmbs*, *Ywhz*, *Tbp* and *Gapdh*). The specification of primers used for the validation of microarray data is shown in Table 2. Reverse transcription was performed using the Transcriptor First Strand cDNA Synthesis Kit (Roche, Basel, Switzerland); 1 µg of total RNA was used for the process. The quantitative real-time PCR analysis was performed in a Light Cycler 96 (Roche, Basel, Switzerland). SYBER Green I (Roche) was used for the detection of amplified products. All genes were tested in triplicate, and each replicate was on a separate plate (eight biological replicates per group and three technical replicates per mouse). Additionally, each plate contained a series of five-fold dilutions of the cDNA sample to determine the efficiency of the reaction. There were also three negative controls (without cDNA) on the plate. The final reaction volume for each gene was 20 µL. PCR products were subjected to the melting curve analysis using dedicated software for the Light Cycler 96 (Roche, Basel, Switzerland) to confirm amplification specificity. Relative expression was calculated using the Pfaffl method [110]. 

### 4.9. Statistics

The statistical analysis of microarray data is described in Section 4.7 while statistical procedures applied to the remaining data are provided in this section. Corticosterone, glucose and PCR data were first tested for variance homogeneity with C Cochran, Hartley, Bartlett and Levene’s tests. Data that did not meet the requirement of variance homogeneity were first subjected to the square root transformation [111] and next were tested again with C Cochran, Hartley, Bartlett and Levene’s tests. Data with homogenous variance were analyzed with ANOVA followed by the Fisher’s least significance difference (LSD) test. The data that did not meet the requirement of variance homogeneity even after SQRT transformation (corticosterone, water usage, *Sult1a1*, *Lao1* and *Etnppl*) were analyzed with the nonparametric Mann–Whitney U test. Pearson’s coefficient was used to assess the correlation between microarray and PCR results. The data analysis was performed with Statistica software, release 7.1 (StatSoft Inc., Tulsa, USA). Values are presented as mean ± SEM (column bar graphs) and scatter plots.

## 5. Conclusions

Our experiment showed that transcriptomic responses to corticosterone are heterogeneous in terms of the decay latency and that some of them persist for at least 9 h despite a quickly normalized level of blood corticosterone. This indicates that persistent changes in gene expression constitute an important mechanism of the delayed effects of glucocorticoids. Genes that differed more than 50% after 9 h of rest suggest that the affected long-term processes include the metabolism of lipids, ketones and glycogen, homeostasis of iron, water and potassium, regulation of blood pressure, voltage-sensitive chloride channels, actin dynamics, epigenetic modifications, inhibition of tissue remodeling, peroxisomal transport and, finally, the removal of toxins and signaling molecules. On the other hand, a number of transcriptomic responses that display a short-term duration or even time-dependent reversal during the resting period are involved in the negative control of cell growth and proliferation. Therefore, the obtained results suggest that GC-induced impairment in cell growth and proliferation is prone to recovery during resting periods associated with the low level of glucocorticoids. Finally, the obtained results indicate that GCs can contribute up to 63.7% percent of transcriptomic responses observed during the stress response.

## Figures and Tables

**Figure 1:**
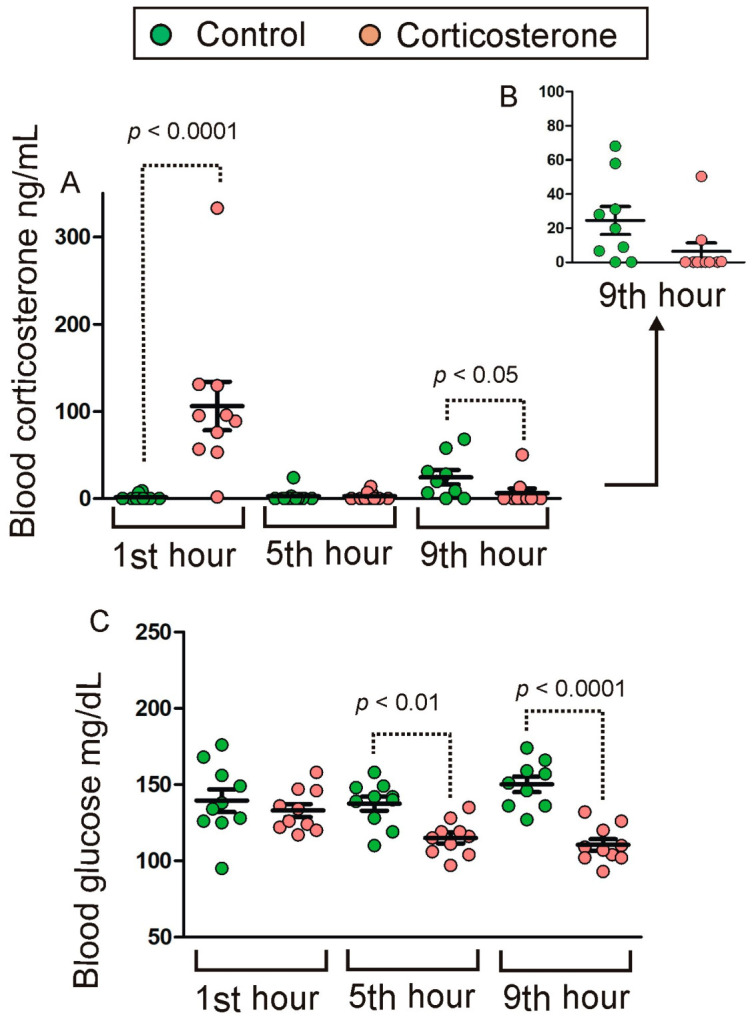
Effect of overnight corticosterone administered in drinking water on the blood level of corticosterone (**A**,**B**) and glucose (**C**) during the resting period occurring during the light phase. Data are presented as mean ± SEM overlayed on scatter plot of individual values. (**B**) part of data from panel (**A**) (ninth hour) shown with altered scale of Y axis.

**Figure 2:**
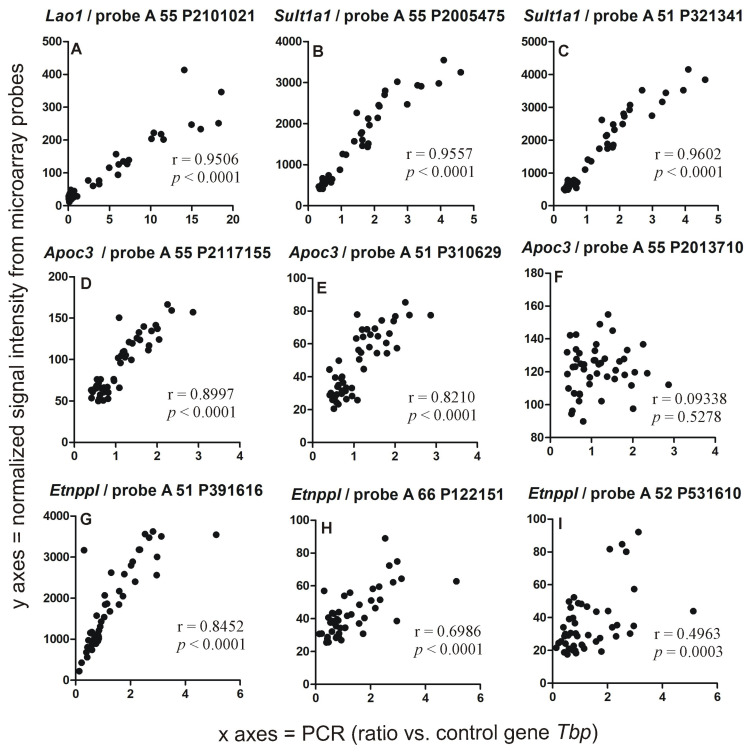
Correlation between results obtained with PCR and microarrays calculated separately for each probe annotated to tested genes *Lao1* (**A**), *Sult1a1* (**B**,**C**), *Apoc3* (**D**–**F**) and *Etnppl* (**G**–**I**). The microarray signal was normalized and decomposed into single channels as described in the methods section. r—Pearson’s correlation coefficient.

**Figure 3:**
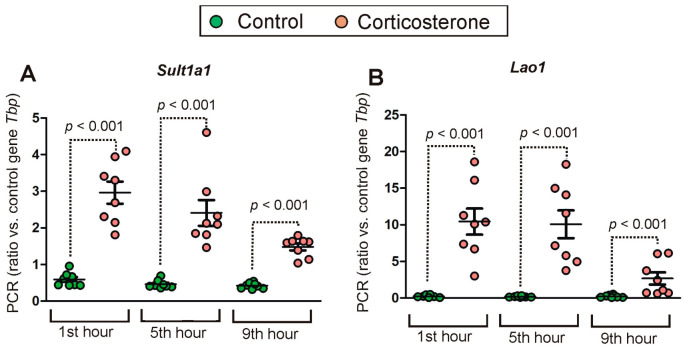
Expression pattern of *Sult1a1* (**A**) and *Lao1* (**B**) revealed by PCR. Data are presented as mean ± SEM overlayed on scatter plot of individual values. *p* values were determined based on Mann–Whitney U test.

**Figure 4:**
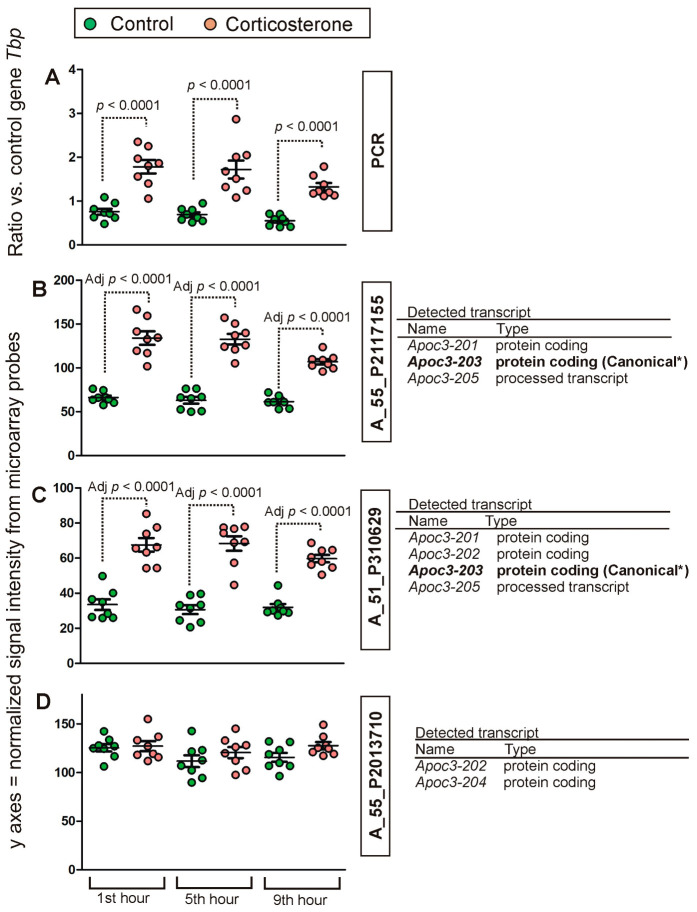
Between-group comparison of *Apoc3* expression detected with PCR (**A**) and different microarray probes (**B**–**D**). *p* values were determined based on LSD test of PCR results (**A**) and separate channel test applied for microarray data (**B**,**C**). The right panel provides information about transcript variants (Ensembl/BioMart database) that can be detected by the probes. *—Ensembl canonical transcript having the highest coverage of conserved exons, highest expression, longest coding sequence and represented in other key resources, such as NCBI and UniProt. Definitions of transcript types are provided in File S2.

**Figure 5:**
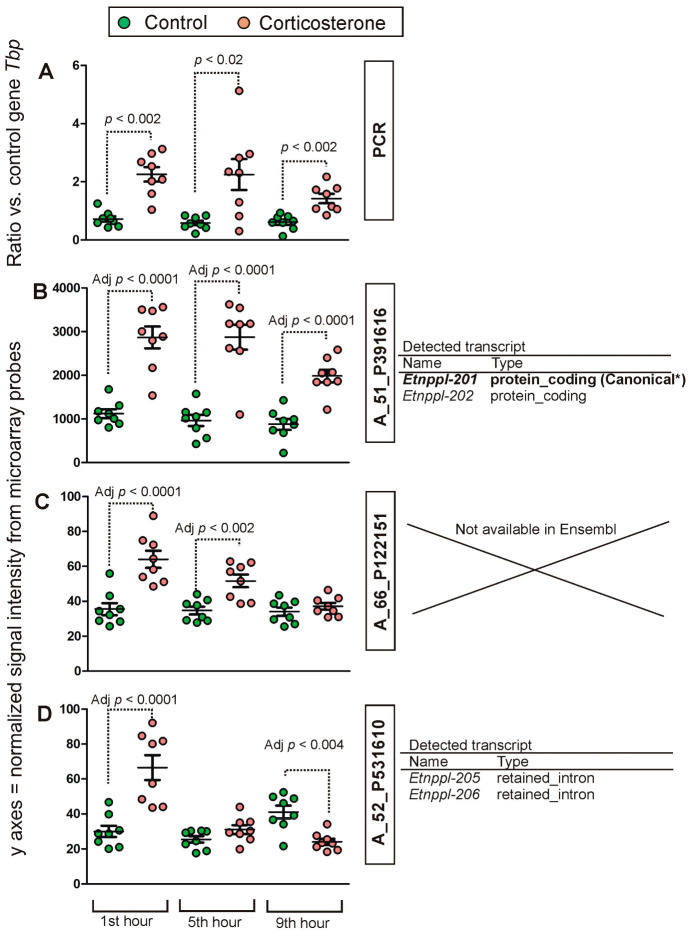
Between-group comparison of *Etnppl* expression detected with PCR (**A**) and different microarray probes (**B**–**D**). *p* values were determined based on Mann–Whitney U test applied to microarray PCR results (**A**) and separate channel test applied to microarray data (**B**,**C**). The right panel provides information about transcript variants (Ensembl/BioMart database) that can be detected by the probes. *—Ensembl canonical transcript having the highest coverage of conserved exons, highest expression, longest coding sequence and represented in other key resources, such as NCBI and UniProt. Definitions of transcript types are provided in File S2.

**Figure 6:**
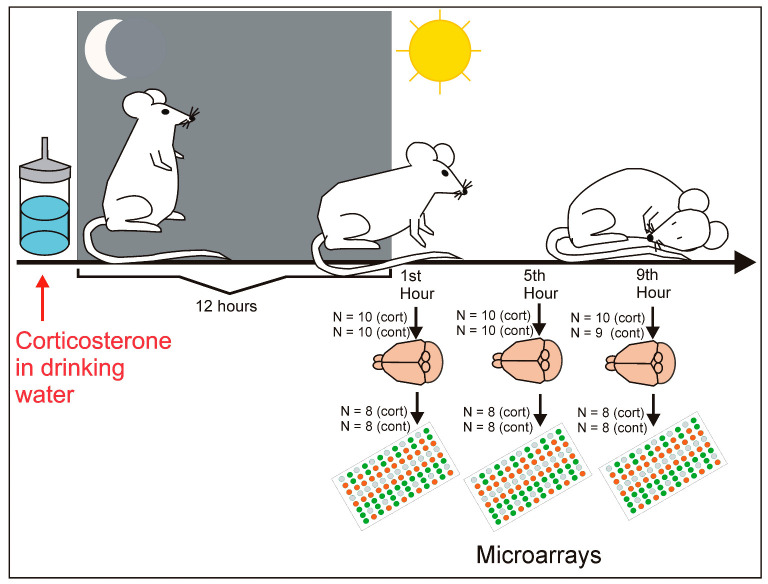
The design of the experiment. Mice received either corticosterone solution or vehicle at the end of the light phase, followed by 12 h of dark phase which is a period of mouse activity. The next day, the animals were sacrificed at three time points to collect brain samples for transcriptomic analysis performed with microarrays. For more details please see Section 4.2.

**Figure 7:**
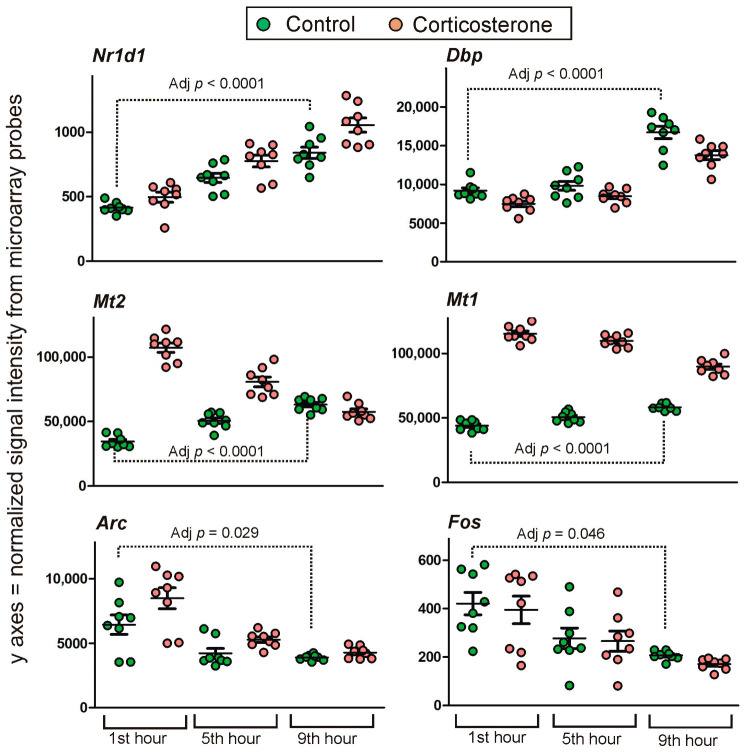
Selected genes displaying significant changes in control animals during the resting period. Y axis indicates probe signal intensity decomposed into green and red channel after final background correction, within-array and between-array normalization. All data are available in File S3.

**Figure 8:**
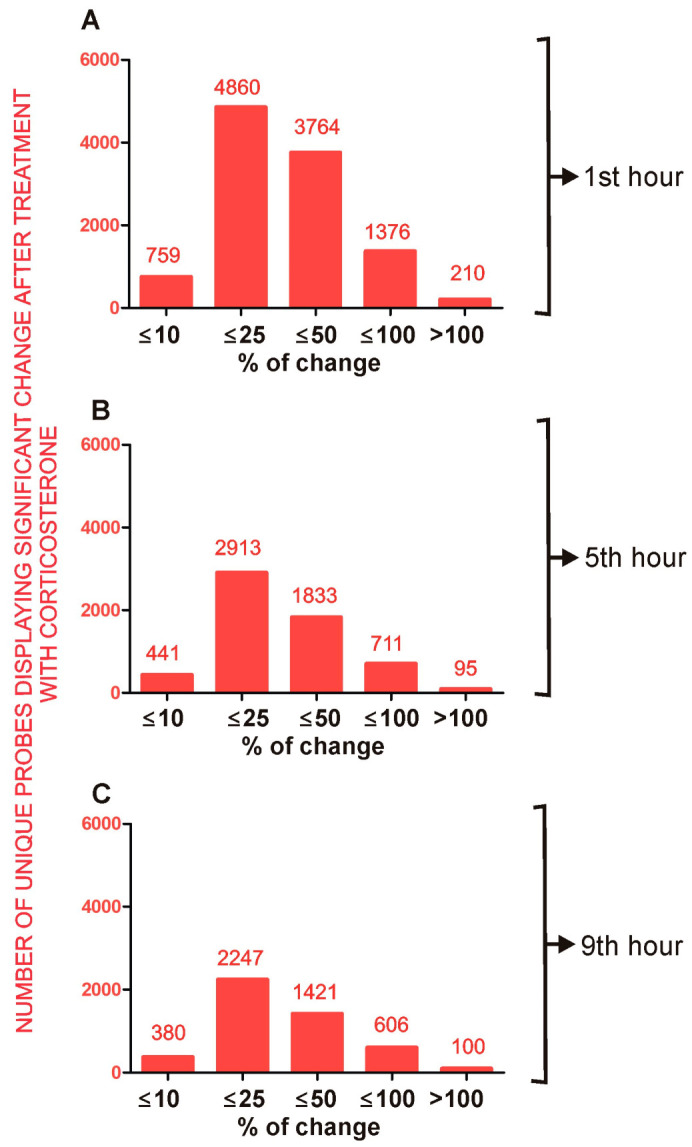
General characteristics of primary effects of corticosterone that are significant at least during the first hour of the resting period. (**A**)—number of unique probes that indicated significant differences during the first hour of the resting period. (**B**)—number of unique probes that indicated significant differences during the first and the fifth hour of the resting period. (**C**)—number of unique probes that indicated significant differences during the first, fifth and ninth hour of the resting period. Numbers above the bars indicate an exact number of unique probes showing significant differences between groups separately for categories based on the magnitude of altered expression. All data are available in File S1.

**Figure 9:**
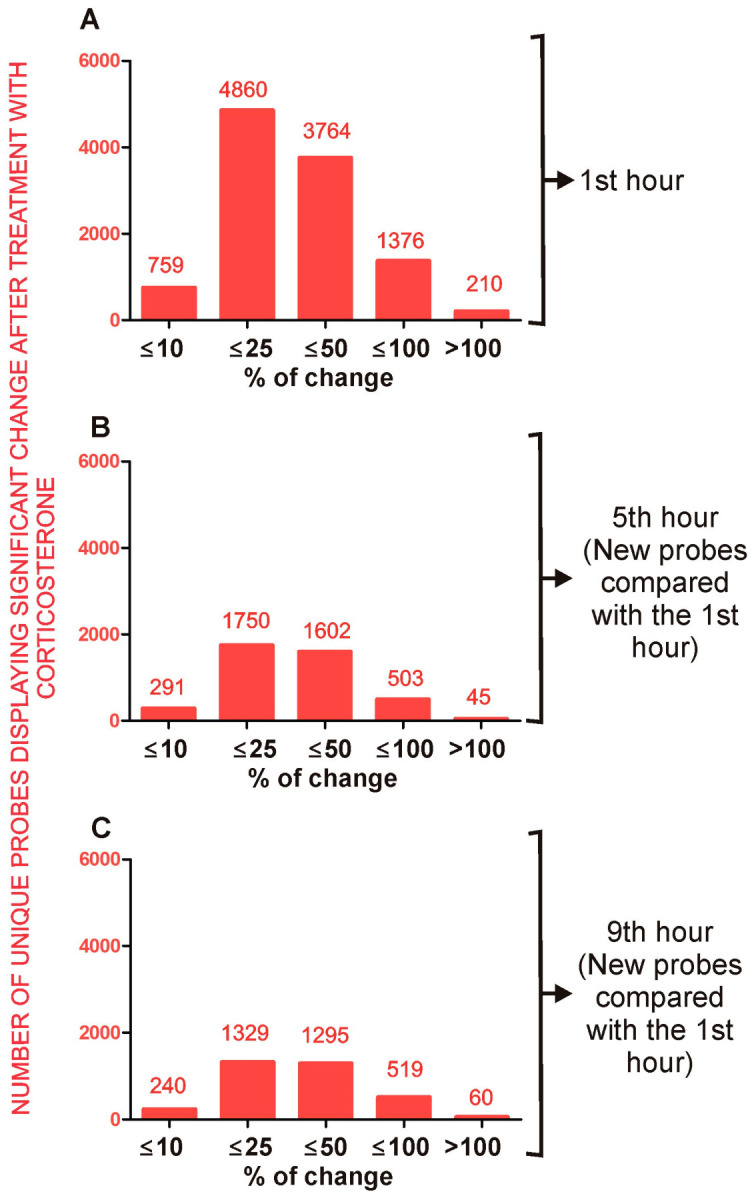
General characteristics of secondary effects of corticosterone characterized by significant differences occurring only during the fifth and/or the ninth hour of the resting period (**B**,**C**) in comparison with primary effects shown in panel (**A**). (**A**)—number of unique probes that indicated significant differences during the first hour of the resting period representing primary effects. (**B**)—number of unique probes that indicated the lack of effect of corticosterone during the first hour and significant differences during the fifth hour of the resting period. (**C**)—number of unique probes that indicated the lack of effect of corticosterone during the first hour and significant differences during the ninth hour of the resting period. Numbers above the bars indicate an exact number of unique probes showing significant differences between groups separately for categories based on the magnitude of altered expression. All data are available in File S1.

**Figure 10:**
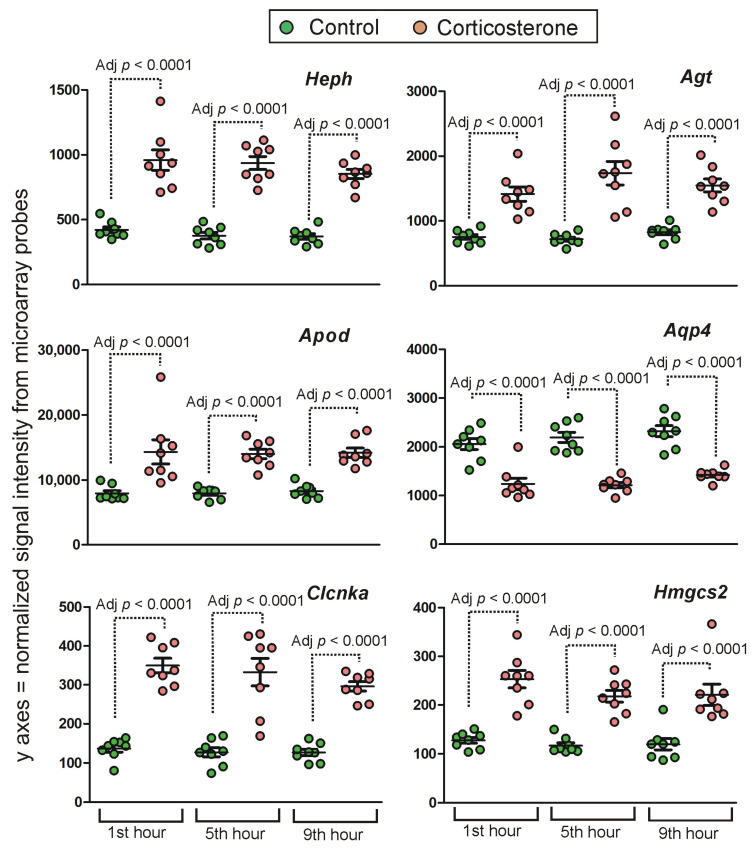
Examples of genes displaying long-lasting primary effects. Y axis indicates probe signal intensity decomposed into green and red channel after final background correction, within-array and between-array normalization. All data are available in File S1.

**Figure 11:**
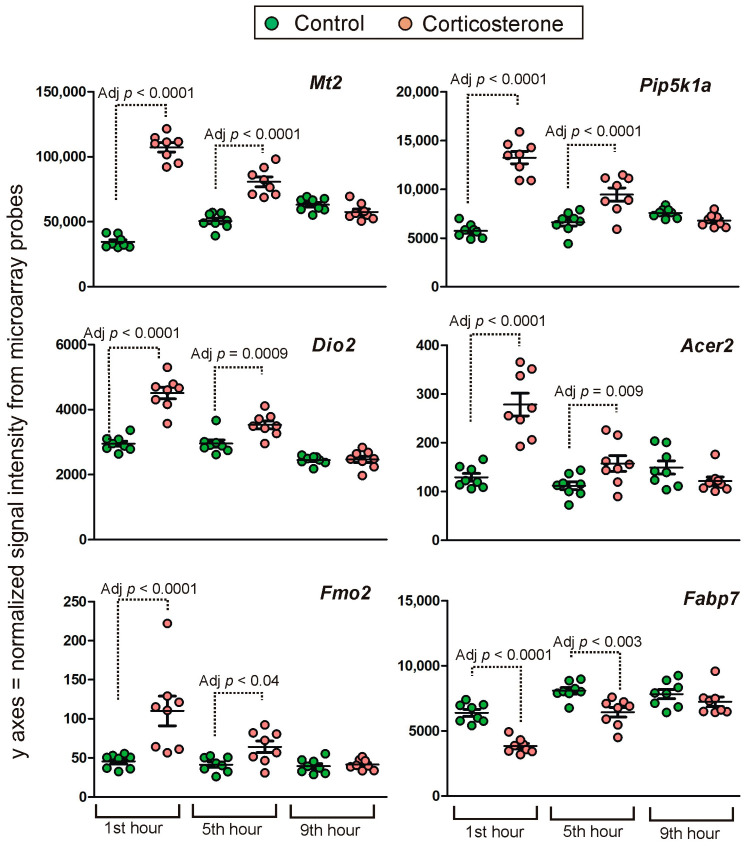
Examples of genes displaying intermediate primary effects. Y axis indicates probe signal intensity decomposed into green and red channel after final background correction, within-array and between-array normalization. All data are available in File S1.

**Figure 12:**
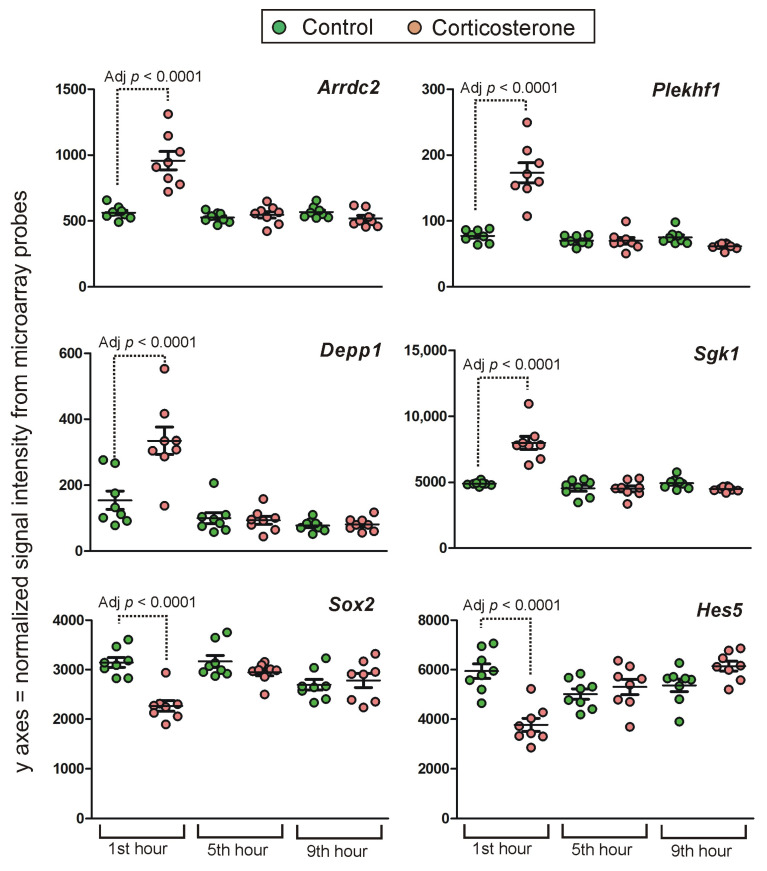
Examples of genes displaying short-lasting primary effects. Y axis indicates probe signal intensity decomposed into green and red channel after final background correction, within-array and between-array normalization. All data are available in File S1.

**Figure 13:**
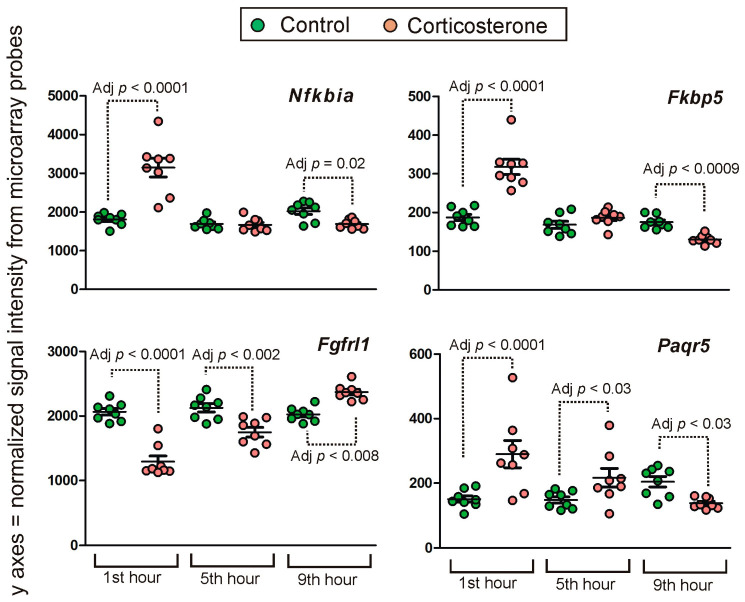
Examples of genes displaying time-dependent reversal of primary effects. Y axis indicates probe signal intensity decomposed into green and red channel after final background correction, within-array and between-array normalization. All data are available in File S1.

**Table 1:** The characteristics of microarrays (SurePrint G3 Mouse Gene Expression v2 8 × 60 K Microarray, 8 × 60 K).

Total number of microarray probes	62,976
Number of technical/control probes	3671
Number of unique probes detecting mouse genes and printed in 1 copy on the microarray	56,305
Number of unique probes detecting mouse genes and printed in 10 copies on the microarray	300
Total number of unique probes detecting mouse genes (without copies of probes)	56,605
Total number of probes detecting mouse genes (including copies of probes)	59,305

**Table 2:** PCR primers.

Gene Name	Forward or Reverse Primer	Primer Sequence	Annealing Temperature	Efficiency
*Sult1a1*	F	GATGGGAAAGTGTCCTATGGGT	60 °C	98.8%
	R	TGAAGGATGTGTGGTGAACAATTA		
*Lao1*	F	ACAACGCTATCGTGCCTCAG	60 °C	95%
	R	CATCAGGTAAGCCTTGGTGGA		
*Etnppl*	F	TTGGTGAAGGACCGTGAGAAA	60 °C	108.6%
	R	AACTTTGCATCGTCTTCCGTG		
*Apoc3*	F	ATGGAACAAGCCTCCAAGACG	60 °C	111.7%
	R	TTGCTCCAGTAGCCTTTCAGG		
*Tbp*	F	GCAGTGCCCAGCATCACTATT	60 °C	108.3%
	R	AAGCCCTGAGCATAAGGTGG		

## Data Availability

The data are available in GEO database (accession number GSE218508) and Supplementary Files.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24032828/s1.

How the deposited data were processed for this re-analysis (not part of the article)

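The deposited data hold gene expression in the hippocampus of 48 male mice, 8 control and 8 corticosterone-treated animals for each of the 3 time points, on 24 two-color microarrays on 3 slides. The hour of each array, its animals, its dyes and its slide were taken from the sample labels and the array numbers. For each array, the scanner file gives the median pixel intensity of each spot and of its local background in both channels, without normalization, along with processed signals and marks for outlier spots, saturation and signal above background set by the Agilent Feature Extraction software. A further table of the authors holds a log2 ratio of Cy5 over Cy3 per probe and array; against the log ratios computed here, its values lay closest to those with normexp correction, an offset of 50 and loess normalization within arrays alone (median absolute difference 0.00125, against 0.00882 with quantile normalization added).

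The median intensities were read in R 4.3.3 with data.table 1.17.8 and jsonlite 2.0.0 and analysed with limma 3.58.1 and statmod 1.5.0; Python 3.11.15 was used to match names and draw figures. Background was corrected by normexp with an offset of 50 for p values and of 0 for fold changes and standard errors. Loess normalization within arrays was followed by quantile normalization between arrays, 3671 control spots were then taken out, and copies of a probe on an array were averaged. Spots that the scanner software marked as outliers were missing, which left 77 probes without a value on 1 of the arrays. The separate channel test of limma fitted 6 groups (treatment by hour) over all channels with a common intraspot correlation and moderated variances (prior degrees of freedom 4.88). The comparisons were corticosterone-treated against control animals at each hour, control animals between hours, and the difference of the corticosterone effect between hours, each adjusted over 56605 probes by the Benjamini and Hochberg procedure, with significance at an adjusted p under 0.05. Standard errors are those of the fit without offset, SDs are those of the animals of a group, and n is the number of animals. Long-lasting, intermediate, short-lasting, reversed and secondary effects follow the paper's definitions, and sizes of change in percent come from fold changes without offset. Correlations between hours and the comparison of other probes of a gene used fold changes with an offset of 50.

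Names came from a table of transcripts paired with the sequence identifiers printed in the scanner files (34566 probes) and from the copies of Files S1 and S3 held here (257 further probes), so that 34823 of the probes have a gene name. These copies are incomplete, and no overlap or enrichment of gene lists was tested with them. Named are the genes that the paper names, the 10 probes with the largest significant change of each hour that had a signal intensity of 50 or more and the same direction on all 8 arrays, and the 10 probes of at least this intensity with the smallest adjusted p between the first and the ninth hour in control animals. A gene with several probes is represented by the probe of the paper's figures or else by its brightest probe. *Oas1a* and the dimmer probes named beside a gene were chosen after their values were seen. Heat shock genes and the cold-induced *Cirbp* and *Rbm3* were added after the control comparison had been seen.

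The share of spots well above background and the median intensity of each array are given beside the description of the design; 24571 of the probes had a mean intensity under 50, and for these the ratio without offset rests on differences close to background. The fit was tested on simulated log ratios and mean intensities, with known changes and a constant dye shift in a part of the probes. Background correction and normalization were not part of this test, and the simulated changes were larger than the median change of the real significant probes. For the control comparison 85.5% of the simulated changes were found and for the difference between hours 75.5%, with 4.47 and 4.43% false calls. For the first and the ninth hour, 93.4 and 92.7% were found, with dye-shifted probes counted as changes. Of the 1308 probes found for the first hour, 932 had a dye shift and no change. Among the dye-shifted probes, none were called in the control comparison or the difference between hours. A simulated intraspot correlation of 0.3 was estimated as 0.301.

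The alternatives chosen before the data were examined were an offset of 0 for p values, an offset of 50 for fold changes, no background correction, centring of log ratios on the median in place of loess, Aquantile in place of quantile normalization, the processed signals of the scanner software, filters at a mean intensity of 50 and at a signal well above background on 8 arrays, a test on log ratios, a separate fit for each hour, the control channels alone, slide as a block, variances with an intensity trend, adjustment over the hours together, the first copy of each probe, each slide left out, and the authors' log2 ratios. The processed signals were used as the software gives them, with no offset and no normalization between arrays. Keeping the outlier spots was added after the data had been seen. Other splits of the same samples, 100 for each comparison with the real one included, were drawn with a fixed seed. Mean pixel intensities could not be used, because the scanner files do not hold them. The PCR and blood measurements, body weights and intake of fluid were not analysed here. *Gm10447*, *A330032P22Rik*, *LOC102635912* and *Clank* could not be matched to probes. Some further genes are not reported here.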

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

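The tests of other probes of the same gene, of ERCC control probes for dim probes taken by themselves, of slide as a block for *Cirbp* and *Rbm3*, of a slide term in the log ratios for the probes whose effect differed between time points, and of heat shock genes were chosen only after the results were seen.

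A difference between time points: the effect of corticosterone differed between the first and the ninth hour for 467 probes, between the first and the fifth for 22 and between the fifth and the ninth for 48 (limma, test of the difference itself). In 100 of 6435 possible splits of the same arrays into the compared hours, only the real split (1 of 100 for each of the 3 comparisons) gave as many probes, so that chance can be excluded for each of these counts. A constant difference between the dyes cancels in this test. The test on log ratios called 392 of the 467 probes, and with a term for slide, which lets the log ratios differ between slides, 351 of these were still significant, which argues against slide as the whole cause. Without slide 1, with 4 of the 8 arrays of the ninth hour, 124 probes were significant for the first against the ninth hour and 0 for the fifth against the ninth (limma, 2534 at an unadjusted p under 0.05). The loss of the effect after the end of intake may be biological, and time since intake and time of day, which go together in this design, stay open as its source.

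Among probes of a part of the named genes, 35 showed such a difference, and the effect was smaller in size during the ninth hour for 32 of them; further named genes that showed one, such as *Ddit4*, *Wnt7a* and *Map3k6*, and the second *Fkbp5* probe are not listed here. The log2 difference (ninth minus first hour) was -2.72 for *Plin4*, -1.89 for *Cdkn1a*, -1.83 for *Etnppl* (the third probe), -1.82 for *Mt2*, -1.48 for *Galnt15*, -1.40 for *Fas*, -1.40 for *Plekhf1*, -1.39 for *Paqr5*, -1.37 for *Pip5k1a* and -1.37 for *Acer2*. It was -1.30 for *Pmaip1*, -1.27 for *Mc4r*, -1.18 for *Lao1*, -1.18 for *Maff*, -1.13 for *Depp1*, -1.08 for *Phactr3* (the second probe), -1.07 for *Fmo2*, -1.02 for *Nfkbia*, -0.98 for *Smim3* and -0.87 for *Arrdc2*. It was -0.87 for *Fkbp5*, -0.83 for *Sgk1*, -0.81 for *Arl4d*, -0.76 for *Mt1*, -0.72 for *Etnppl* (the second probe), -0.64 for *Zbtb16*, -0.61 for *Dio2*, -0.59 for *Errfi1*, -0.45 for *Sult1a1* and -0.41 for *Klf9*. Positive values were found for genes that corticosterone lowered during the first hour or raised later, with 0.93 for *Fgfrl1*, 0.88 for *Hes5*, 0.71 for *Rhcg*, 0.64 for *Fabp7* and 0.52 for *Sox2*. The adjusted p values ranged from 6.9e-17 (*Mt2*) to 0.046 (*Sult1a1*, whose brighter probe had 0.21). For *Lao1* and the third *Etnppl* probe these are fitted values of spots that are close to background in many channels. Chance, dye and slide were weighed for the whole set above and not gene by gene.

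A sample far from the others: among 80 groups of 8 arrays, 9 held a single array whose distance to the next was large against the range of the group, where chance gives about 4.0 (1 in 20 groups). During the fifth hour, an array on slide 3 had 276 outlier spots, where the next had 150 and the lowest 80. During the first hour, 4 of the far log2 ratios came from the same array on slide 3: *Cxcl10* -4.04 (next array -1.30, other end 0.30), *Errfi1* 1.06 (next array 0.48, other end 0.06), *Phactr3* 0.19 (next array 0.11, other end 0.04) and its second probe 2.44 (next array 1.28, other end 0.60). A single array on slide 2 held the low values of *Plekhf1*, 0.31 (next array 0.99, other end 1.49), and *Arrdc2*, 0.14 (next array 0.66, other end 1.09). During the ninth hour, a single array on slide 1 held the far values of *Mt2*, -0.67 (next array -0.41, other end -0.17), and of the third *Etnppl* probe, 0.17 (next array -0.64, other end -1.18). With the slide of the far array left out, the log2 fold changes were -0.74 for *Cxcl10*, 0.27 for *Errfi1*, 1.00 for the second *Phactr3* probe, 1.21 for *Plekhf1* and 0.85 for *Arrdc2*, all still significant. Those of *Mt2* (-0.28) and the third *Etnppl* probe (-0.74) were no longer significant. Whether the animals of an array or the hybridization differed was not tested, and neither was a biological explanation.

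Signal outside the genes the paper discusses: of 96 ERCC probes, which carry no mouse sequence, 8, 11 and 9 differed significantly between the channels during the first, the fifth and the ninth hour. They were dim (median signal intensity 20.8, range 10.3 to 56.7; 4.25% of channels well above background). The shares, 8.33, 11.5 and 9.38%, compare with 11.1, 12.4 and 11.4% of 16664 gene probes of like intensity (Fisher p = 0.51, 0.88 and 0.63). With the same direction at all 3 hours, 1 ERCC probe (1.04%) and 484 gene probes (2.90%) were significant (Fisher p = 0.53). In the differences between hours, where a constant dye effect cancels, limma called 0 ERCC probes in each comparison (5.21, 4.17 and 1.04% at an unadjusted p under 0.05). A biological explanation was not tested for these probes; a difference between the dyes at a probe is one technical source that these values allow.

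Dye and treatment go together on all arrays, and the number of significant probes cannot separate them: 467 probes whose effect differed between hours against 9913 changed during the first hour is what a dye effect gives, and also what a lasting response gives. In 100 of 128 ways to exchange the channels within arrays, only the real one (1 of 100 for each hour) gave as many probes, with at most 6389, 7092 and 2923 in others during the first, the fifth and the ninth hour, which excludes chance and not the dye. The control comparisons, with 100 of 6435 splits each, were reached by 1 split for the first against the ninth hour, 3 for the first against the fifth (1 of them with 33 probes) and 1 for the fifth against the ninth, the real one included, so that chance can be excluded for the first and the last of these; for the first against the fifth hour the share of splits is under 0.05, but a split with more probes than the real one keeps this weak.

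Among long-lasting effects with a signal intensity of 50 or more and a log2 change over 0.5 during the first hour, another probe of the same gene changed the same way for 38 of 41 probes (92.7%), against 57.2% for probes of this intensity significant at no hour, which argues against a dye effect of single probes as their whole cause; no share is given for unchanged probes with changes of this size. Over 0.5 during the fifth hour it was 57 of 74 (77.0%, 95% confidence interval 66.3 to 85.1) and during the ninth 23 of 25 (92.0%). For log2 changes from 0.25 to 0.5 the share was 72.2% during the first and 61.7% during the ninth hour, against 70.3 and 71.7% for probes with changes of this size that were significant at no hour, so that these long-lasting effects show no clear excess. For changes up to 0.25 during the first hour the share was 61.6% (95% confidence interval 58.2 to 65.0), against 57.1% for unchanged probes and 90.5% for probes whose effect differed between hours, with changes of this size; for the difference between hours itself, in which a constant dye effect cancels, it was 78.9% (56.7 to 91.5). For these small changes, response and dye effect cannot be told apart: the share lies above that of probes without change and below that of probes whose effect differed between hours. Over long-lasting effects of all intensities the 8.33% of ERCC probes decides nothing, since they are dim, and the effects were smaller during the ninth than the first hour for 52.1% of the probes. For dim probes, the 11.5% (the fifth hour) and 9.38% (the ninth hour) of ERCC probes are consistent with a dye effect in long-lasting and in secondary effects. Another dim probe of the same gene changed the same way for 55.3% (45.3 to 65.0) of long-lasting and 54.3% (47.7 to 60.7) of secondary effects, against 49.5 and 50.6% for probes without change. A dye effect that all probes of a gene share stays open at each intensity, as does a response of dim genes to corticosterone.

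Of the probes with a signal intensity under 50, 114, 137 and 123 (374 together) changed significantly by more than 100% during the first, the fifth and ninth hour. With an offset of 50 for the fold changes, 0 of them did, and the median absolute log2 change fell from 1.15 to 0.19 at the first hour, while the significance of these probes comes from the fit with offset in both cases. The changes were higher for 48 and lower for 66 probes during the first hour, and with Aquantile normalization for 71 and 75; during the ninth hour 54 and 69 became 75 and 62. An offset of 50 leaves a probe with a signal intensity under 50 hardly any room for a doubling, so that background correction without offset and a response of these genes cannot be told apart as the source of these sizes.

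Signal in control animals: *Cirbp* rose by 0.63 (adjusted p = 1.9e-05) and *Rbm3* by 0.68 (adjusted p = 5.2e-05) on the log2 scale from the first to the ninth hour, with 8 animals per hour. With slide as a block, the adjusted p values were 2.3e-05 and 3.2e-05, which argues against slide as the cause. Over 15 alternatives both genes stayed higher, by 0.56 to 0.68 and 0.59 to 0.73, and significant in 13, with the processed signals of the scanner software (adjusted p = 0.15 and 0.17) and without slide 1 (adjusted p = 0.054 and 0.079) as the exceptions. The processed signals were not normalized between arrays. Of 19 heat shock genes listed before their values were read, all with a signal intensity of 1419 or more, 18 were lower during the ninth hour. The decrease was significant for 3 of them (*Hspb1*, *Dnaja1* and *Fkbp4*). The median log2 change of the 19 genes was -0.16, and 0 of 10000 random lists of genes of like signal had a median as low. The random lists draw genes independently from the same animals. Their count therefore allows neither for genes that change together nor for variation between animals. The median of the heat shock genes lay between -0.22 and -0.15 over the same alternatives. A lower body temperature late in the resting period may explain both; body temperature was not analysed here, and time of day itself stays open.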

How the results depend on the processing

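Keeping the outlier spots was the one alternative chosen only after the data were seen.

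Counts of significant probes that stayed within 1.5 times the reported ones are not listed; these were all such counts, not divided by size of change, with median centring in place of loess, no background correction, the test on log ratios, slide as a block, variances with an intensity trend, adjustment over the 3 hours together, the first copy of each probe, the authors' log2 ratios and the outlier spots kept. Divided by size, the 161 probes over 100% during the first hour fell to 28 without background correction and also to 28 with the authors' log2 ratios, and rose to 1366 with the processed signals of the scanner software. Over the alternatives named first, the first, the fifth and the ninth hour gave 9729 to 11215, 9943 to 10453 and 7811 to 8373 probes changed by corticosterone, with 3265 to 3808 long-lasting and 6329 to 7120 secondary effects. An offset of 0 for p values gave 1 probe for the first against the fifth hour and 10 probes for the fifth against the ninth in control animals, Aquantile normalization 13 for the latter, and the control channels alone 10; the causes were not tested. With each hour fitted separately, 1226 probes had intermediate effects, with 8 arrays in each fit. Mean in place of median pixel intensities were not run, because the scanner files do not hold them.

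The processed signals of the scanner software gave 17010, 15335 and 14400 probes changed by corticosterone during the first, the fifth and ninth hour and 8361 long-lasting effects, and the share that was higher fell from 51.7, 49.6 and 52.2% to 32.8, 33.9 and 30.4%. In control animals they gave 17 probes for the first against the ninth hour, 0 (limma, 1788 at an unadjusted p under 0.05) for the first against the fifth and 3 for the fifth against the ninth. These signals had no offset and no normalization between arrays, and their intraspot correlation was 0.544, against 0.279 in the reported fit. Differences between arrays therefore stay in these control comparisons. Of the probes significant both ways, 228, 209 and 242 had the opposite direction; Aquantile normalization turned 5, 7 and 5. The cause was not tested.

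With probes of a signal intensity of 50 or more alone, 6519, 6389 and 4260 probes changed by corticosterone, 9769 at any hour, with 2096 short-lasting and 3250 secondary effects, since fewer probes were tested (32034). With the 35559 probes well above background, there were 6783 during the fifth and 4520 during the ninth hour, 10502 at any hour and 3600 secondary effects, again with fewer probes tested. The filter on intensity leaves no test for the dim probes.

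Leaving out slides moved some counts divided by size upward. Short-lasting probes over 100% during the first hour rose from 36 to 76, 77 and 74 without slides 1, 2 and 3. Secondary probes over 100% during the ninth hour rose from 50 to 114, 88 and 93. Long-lasting probes over 100% during the ninth hour fell from 67 to 55, 41 and 35. The counts not divided by size that are listed next were lowered, since fewer arrays were fitted. Without slide 1, there were 6551, 5941 and 1839 probes changed by corticosterone, 9912 at any hour, 902 long-lasting, 7 reversed and 3361 secondary effects. Control animals then gave 5 probes for the first against the ninth hour, 1 for the first against the fifth and 0 (limma, 2225 at an unadjusted p under 0.05) for the fifth against the ninth, and the effect differed for 124 probes between the first and the ninth and for 0 (limma, 2534 at an unadjusted p under 0.05) between the fifth and the ninth hour. Without slide 2, there were 4527 probes during the first and 4718 during the ninth hour, 11091 at any hour, 1318 long-lasting, 1042 intermediate and 1737 short-lasting effects, 5 probes for the fifth against the ninth hour in control animals and 254 whose effect differed between the first and the ninth. Without slide 3, there were 5272, 4054 and 4999 probes, 9598 at any hour, 1306 long-lasting, 757 intermediate, 29 reversed and 4326 secondary effects. Control animals gave 132, 0 (limma, 4207 at an unadjusted p under 0.05) and 2 probes for the first against the ninth, the first against the fifth and the fifth against the ninth hour, and the effect differed for 179, 7 and 5 probes in these comparisons.

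For the named probes, 298 of 507 combinations of probe and hour were significant; 202 were so under each of 10 alternatives and 0 changed direction in any. Significance was lost for 67, 41 and 56 of them without slides 1, 2 and 3, for 14 with the processed signals, for 3 with the authors' log2 ratios and for 2, 1 and 2 without background correction, with median centring and with Aquantile normalization. Of the 209 others, 41 became significant in at least 1 alternative. The median log2 fold change of all probes moved most, among the alternatives run, with the processed signals, to -0.04 during the first hour.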

Differences from the paper's values

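Of the alternatives in this part, keeping the outlier spots was chosen only after the data were seen.

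For control animals, the paper gives 11 probes between the fifth and the ninth hour, and 20 were found here. Of the alternatives set before the data were examined, an offset of 0 for p values (10), no background correction (16), Aquantile normalization (13), the control channels alone (10), slide as a block (14) and variances with an intensity trend (15) gave counts within 1.5 times the paper's. Median centring (20), the scanner software's processed signals (3), the filters on intensity (20) and on signal above background (19), the first copy of each probe (20) and leaving out slide 1 (0 by limma, 2225 at an unadjusted p under 0.05), slide 2 (5) or slide 3 (2) did not.

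For intermediate effects with changes over 100% during the fifth hour, the paper gives 11 probes, and 19 were found here. Aquantile normalization, set before the data were examined, gave 16, within 1.5 times the paper's. An offset of 0 for p values (29), no background correction (1), median centring (20), the processed signals (122), the filters (1 each), the test on log ratios (20), separate fits, variances with an intensity trend, adjustment over the hours together and the first copy (19 each), leaving out slide 1, 2 or 3 (49, 24 and 20) and the authors' log2 ratios (0) did not. Over the 14 counts compared for which the paper gives 100 or more, the median distance to the paper's values was 7.39% here and 0.845% with Aquantile normalization. The paper's own intensities, compared for 835 probes, also lay closer to those with Aquantile normalization. The median absolute log2 difference was 0.00239, against 0.00968 with quantile normalization. The paper names the quantile method, so that the step behind its values stays open, and with it the differences listed below that Aquantile normalization removes.

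For lists of genes, the paper's pattern was judged by the hours and directions of significant differences and not by the size of change. It was found with at least 1 probe for 24 of 26 intermediate genes and 5 of 6 secondary genes. Of these secondary genes, *Sh3pxd2b* was significant during the fifth hour (log2 fold change -0.30) and not during the ninth (-0.22), the hour of the paper's list. Among genes known to respond to glucocorticoids, the pattern was found for 15 of 17 of the first hour, 9 of 10 of the first and the fifth and 5 of 8 of all time points. The paper lists *Mt2* as intermediate, and here it reversed (-0.32 during the ninth hour); it was intermediate with Aquantile normalization, without slide 1 and with the authors' log2 ratios. *Gm4285*, *Gipc2* and *Tle4*, listed by the paper as intermediate, secondary and short-lasting, had these patterns under none of the 17 alternatives (the outlier spots kept included); log2 fold changes here were -0.18, -0.10 and -0.0025 during the fifth, the ninth and the first hour. *Cdo1* (0.14 during the first hour), listed as short-lasting, had this pattern with Aquantile normalization and without slide 2. Of genes listed for all time points, *Arl4d* (1.03, 0.24 and 0.22) was so with Aquantile normalization, separate fits and the authors' log2 ratios, *Calm2* (0.14, 0.05 and 0.09) with Aquantile normalization and the authors' log2 ratios, and *Chst1* (0.12, 0.01 and -0.03) with Aquantile normalization.

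The paper describes a small and significant difference for *Bcl6*, which was significant at no time point here (0.13, 0.02 and -0.13); it was with a separate fit for each hour (the first hour) and with Aquantile normalization (the ninth hour). *Maff* is listed with a doubled signal during the fifth hour and had a log2 fold change of 0.98 here. It had 1.59 with the processed signals, 1.22 without slide 3 and 0.83 to 0.91 without the other slides. The lowest values were 0.66 without background correction and 0.55 with the authors' log2 ratios, among the settings in which this value was compared. *Ugt1a6b* is listed by the paper with a smaller change, and its brightest probe had 1.11 during the ninth hour here, while another, A_55_P2742311, had 0.97, in the range where the paper lists the gene; the change of the brightest stayed under 100% with an offset of 50 for fold changes (0.97) and with the authors' log2 ratios. For *Svil*, the paper describes a probe that is significant during the first and the fifth hour; here neither probe was during the fifth (0.16 for the brighter one), except with Aquantile normalization and the authors' log2 ratios. *Actb*, listed as long-lasting, had 0.11 during the ninth hour and was significant with Aquantile normalization, the processed signals, separate fits and the authors' log2 ratios.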

Other observations

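The comparison of other probes of the same gene was chosen only after the results were seen.

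Each gene was also taken once, among bright probes alone. Another probe changed the same way during the ninth hour for 631 of 1060 genes with a long-lasting probe (59.5%). For genes with a probe significant at no hour it was 2625 of 4883 (53.8%, Fisher p = 6.6e-04). A gene with both kinds of probe is in both groups, so that the test is approximate. For bright probes the share during the first hour was 73.4% for intermediate, 75.0% for short-lasting and 95.5% for reversed effects, 94.8% for the difference of the effect between the first and the ninth hour and 81.1% for control animals between these hours.

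With an offset of 50, the log2 fold changes of the first and the ninth hour had a correlation of 0.63 over all probes. It was 0.49 and 0.43 over bright and dim probes significant at no hour (probes are not independent replicates). For the ERCC probes it was 0.58, and 0.68 for gene probes of like intensity.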
